# XBP1-Independent UPR Pathways Suppress C/EBP-β Mediated Chondrocyte Differentiation in ER-Stress Related Skeletal Disease

**DOI:** 10.1371/journal.pgen.1005505

**Published:** 2015-09-15

**Authors:** Trevor L. Cameron, Katrina M. Bell, Irma L. Gresshoff, Lisa Sampurno, Lorna Mullan, Joerg Ermann, Laurie H. Glimcher, Raymond P. Boot-Handford, John F. Bateman

## Abstract

Schmid metaphyseal chondrodysplasia (MCDS) involves dwarfism and growth plate cartilage hypertrophic zone expansion resulting from dominant mutations in the hypertrophic zone collagen, *Col10a1*. Mouse models phenocopying MCDS through the expression of an exogenous misfolding protein in the endoplasmic reticulum (ER) in hypertrophic chondrocytes have demonstrated the central importance of ER stress in the pathology of MCDS. The resultant unfolded protein response (UPR) in affected chondrocytes involved activation of canonical ER stress sensors, IRE1, ATF6, and PERK with the downstream effect of disrupted chondrocyte differentiation. Here, we investigated the role of the highly conserved IRE1/XBP1 pathway in the pathology of MCDS. Mice with a MCDS collagen X p.N617K knock-in mutation (*ColX* ^*N617K*^) were crossed with mice in which *Xbp1* was inactivated specifically in cartilage (*Xbp1* ^*CartΔEx2*^), generating the compound mutant, *C/X*. The severity of dwarfism and hypertrophic zone expansion in *C/X* did not differ significantly from *ColX* ^*N617K*^, revealing surprising redundancy for the IRE1/XBP1 UPR pathway in the pathology of MCDS. Transcriptomic analyses of hypertrophic zone cartilage identified differentially expressed gene cohorts in MCDS that are pathologically relevant (XBP1-independent) or pathologically redundant (XBP1-dependent). XBP1-independent gene expression changes included large-scale transcriptional attenuation of genes encoding secreted proteins and disrupted differentiation from proliferative to hypertrophic chondrocytes. Moreover, these changes were consistent with disruption of C/EBP-β, a master regulator of chondrocyte differentiation, by CHOP, a transcription factor downstream of PERK that inhibits C/EBP proteins, and down-regulation of C/EBP-β transcriptional co-factors, GADD45-β and RUNX2. Thus we propose that the pathology of MCDS is underpinned by XBP1 independent UPR-induced dysregulation of C/EBP-β-mediated chondrocyte differentiation. Our data suggest that modulation of C/EBP-β activity in MCDS chondrocytes may offer therapeutic opportunities.

## Author Summary

A significant component of the molecular pathology of many inherited skeletal disorders caused by mutations that cause misfolding and intracellular retention of extracellular matrix proteins is the induction of a cellular response to endoplasmic reticulum stress called the unfolded protein response (UPR). In the case of Schmid metaphyseal chondrodysplasia (MCDS) caused by collagen X misfolding mutations, the consequences of the UPR have been shown to be the central cause of the cartilage pathology. Thus understanding the involvement of canonical UPR sensors, IRE1, ATF6, and PERK and their downstream signalling effects on chondrocyte differentiation and function is important for defining disease mechanisms and devising new therapies. Using a mouse model expressing misfolding collagen X and lacking IRE1/XBP1 pathway activity in chondrocytes, we demonstrate that this highly conserved UPR pathway is redundant to the cartilage pathology thus implicating XBP1-independent UPR signalling pathways. Based on detailed analysis of gene expression patterns we propose that XBP1-independent UPR driven disruption of C/EBP-β, a master regulator of chondrocyte differentiation, is important for the pathophysiology. Strategies designed to modulate C/EBP-β activity may thus offer therapeutic opportunities.

## Introduction

Longitudinal growth of endochondral bones occurs bi-directionally under the control of cartilaginous growth plates located at each end of growing bones. In the growth plate, the extracellular matrix of cartilage is synthesized and remodelled by chondrocytes undergoing differentiation involving proliferation and hypertrophy, before being remodelled, calcified, and vascularised to produce primary bone [1]. As with other professional secretory cells, chondrocytes rely on the maintenance of endoplasmic reticulum (ER) homeostasis through molecular pathways that regulate protein folding quality control [2]. Known collectively as the unfolded protein response (UPR), these pathways alleviate ER stress by enhancing the protein folding capacity of the ER, by up-regulating protein degradation machinery such as the ER-associated degradation (ERAD) pathway, or by regulating the translation or half-life of transcripts encoding secreted proteins. The UPR is activated by ER membrane-spanning sensors, including activating transcription factor 6 (ATF6), PRKR-like endoplasmic reticulum kinase (PERK), and inositol-requiring enzyme-1 (IRE1), which detect the accumulation of misfolded proteins in the ER via their lumenal domains, and transmit this information to activate downstream signalling pathways via their cytoplasmic domains [3–5].

Activated ATF6 translocates to the Golgi apparatus, where it is proteolytically cleaved by site 1 protease to produce a 50kDa transcription factor that targets genes harbouring ERSE elements in their promoters, such as the molecular chaperone BiP [6]. PERK is a kinase that catalyses the phosphorylation of eIF2α in response to ER stress, down-regulating overall translation by inhibiting assembly of the translational initiation complex [7], and driving the increased translation of specific transcripts including activating transcription factor 4 (ATF4) [8,9]. Activated IRE1 splices a 26nt fragment from the coding sequence of the X-box binding protein 1 (*XBP1*) mRNA to encode a transcription factor responsible for the expression of multiple UPR target genes [10].

While the UPR exists primarily as an adaptive mechanism to accommodate relatively minor fluctuations in protein misfolding during normal cellular function, it may also have deleterious consequences when chronically activated, as occurs in pathologies characterized by constitutive expression of mutant, misfolding proteins. We demonstrated in two mouse models of Schmid metaphyseal chondrodysplasia (MCDS), a condition involving dwarfism and growth plate hypertrophic zone expansion caused by autosomal dominant mutations in the hypertrophic zone marker collagen X (*Col10a1*), that hypertrophic zone ER stress *per se* is sufficient to phenocopy the disease [11]. Using transcriptional profiling approaches, we characterised the UPR deployed by chondrocytes under such stress *in vivo* [12]. Our work revealed that ATF6, PERK, and IRE1 are each activated, that components of the ERAD pathway are up-regulated, and that although this response enables the chondrocytes to survive the stress, it also results in disrupted differentiation and developmental arrest in a proliferative chondrocyte-like state [12].

Since IRE1/XBP1 regulates the most highly conserved of the UPR pathways, present in all eukaryotes from yeast through to higher vertebrates [4], and is a key factor in the pathology of numerous diseases involving ER stress [13], we sought to address its influence on the pathology of MCDS. Thus, we crossed our collagen X p.Asn617Lys knock-in mouse model of MCDS (*ColX* ^*N617K*^) [11] with our *Xbp1* ^*CartΔEx2*^ mouse, in which XBP1 activity is ablated specifically from chondrocytes [14], to generate the compound mutant, *ColX* ^*N617K*^ */Xbp1* ^*CartΔEx2*^ (*C/X*). Here we demonstrate surprising redundancy for the IRE1/XBP1 pathway in the MCDS UPR by showing that the pathology of the *ColX* ^*N617K*^ mouse is not substantially altered by the inactivation of XBP1 in *C/X*. Through transcriptional profiling of mutant and wildtype hypertrophic zones, we separate genes whose expression is regulated in the chondrocyte UPR in an XBP1-dependent manner from those regulated independently of XBP1. Since XBP1 is redundant in the pathology of MCDS, we focus on genes regulated independently of XBP1 in order to identify those that are central to the pathology of the disease. We demonstrate that for chondrocytes, the XBP1-independent components of the UPR up-regulate gene networks associated with the ER and translation of mRNA, and down-regulate genes encoding glycoproteins and components of the extracellular matrix, as well as those associated with angiogenesis and skeletal system development. Thus we suggest that the hypertrophic zone expansion and delayed ossification observed in MCDS results from XBP1-independent transcriptional suppression of genes involved in cartilage matrix turnover, vascular invasion, and growth plate ossification. We propose interaction between C/EBP homologous protein (CHOP), a transcription factor up-regulated downstream of PERK in response to ER stress with known roles in regulating apoptosis and cell differentiation [15] and CCAAT/enhancer binding protein beta (C/EBP-β), a transcription factor important for the transition from chondrocyte proliferation to hypertrophy [16–18], as a key point at which the UPR and chondrocyte differentiation machinery intersect in MCDS.

This is the first study to present evidence supporting a direct link between the UPR and a blockage in cell differentiation mediated by transcriptional suppression of C/EBP-β in a mouse model of human disease. Moreover, it establishes a rational foundation for future studies investigating both C/EBP-β as a potential therapeutic target in the treatment of MCDS, and the possible role of disruption to differentiation pathways controlled by C/EBP-β in other ER stress-associated human disease contexts.

## Results

### Generation of MCDS mice where XBP1 is functionally inactivated in cartilage

We crossed our collagen X p.Asn617Lys knock-in mouse model of MCDS (*ColX* ^*N617K*^) [11] with mice in which *Col2a1*-Cre/*loxP*-mediated deletion of *Xbp1* exon 2 renders *Xbp1* completely inactive specifically in chondrocytes (*Xbp1* ^*CartΔEx2*^) [14], to generate *ColX* ^*N617K*^ */Xbp1* ^*CartΔEx2*^ (*C/X*). *C/X* mice were viable, fertile, and bred normally. RT-PCR and sequencing analysis of cDNA derived from femoral head cartilage of 14 day old *C/X* and wildtype mice confirmed the complete inactivation of XBP1 by Cre/*loxP*-mediated deletion of *Xbp1* exon 2 in the mutant (Fig 1A). PCR on genomic DNA derived from *C/X* and wildtype tail lysates revealed the homozygous presence of the collagen X p.Asn617Lys allele in the mutant, identifiable due to the presence of a residual *loxP* site downstream of the *Col10a1* coding sequence remaining from the gene targeting construct used to create the *ColX* ^*N617K*^ mouse from which *C/X* was derived (Fig 1B).

**Fig 1:**
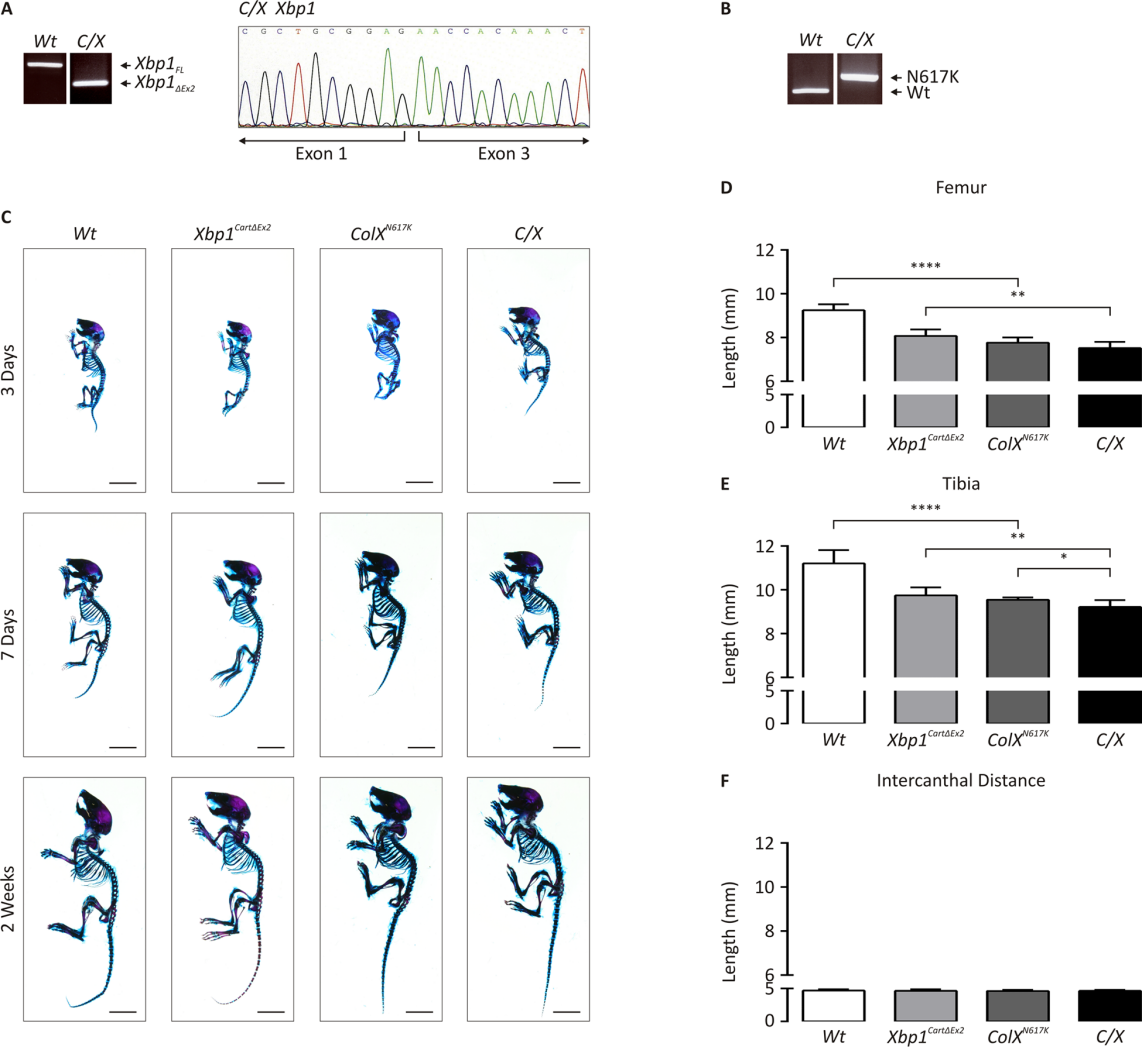
Genetic and morphometric characterization of *C/X* mice. *(A)* RT-PCR on cDNA derived from femoral epiphyseal cartilage from wildtype (*Wt*) and *C/X* to detect the full-length form of *Xbp1* (*Xbp1*_*FL*_) or the inactive form of *Xbp1*, lacking exon 2 (*Xbp1*_*ΔEx2*_), and sequencing of cDNA from *C/X* femoral head cartilage to assay for the deletion of *Xbp1* exon 2. *(B)* PCR for residual *loxP* site downstream of the p.Asn617Lys *Col10a1* coding sequence using genomic DNA derived from *Wt* and *C/X*. *(C)* Alizarin red S/Alcian blue staining of skeletal preparations from newborn, 1 week, and 2 week wildtype (*Wt*), *Xbp1* ^*CartΔEx2*^, *ColX* ^*N617K*^ and *C/X* mice. *(D-F)* Quantification of *(D)* femoral and *(E)* tibial length, and *(F)* intercanthal distance (ICD) from legs from 2 week *Wt* and mutant mice–*Wt*, N = 8; *Xbp1* ^*CartΔEx2*^, N = 8, *ColX* ^*N617K*^, N = 6; *C/X*, N = 8; statistical analysis performed using Student’s *t* test.

### Neither dwarfism nor the hypertrophic zone expansion of *ColX* ^*N617K*^ is significantly altered by loss of XBP1 activity in *C/X* chondrocytes

To determine the impact of XBP1-dependent UPR signaling in the pathology of MCDS, we used morphometric and histological approaches to compare the skeletal phenotypes of wildtype, *ColX* ^*N617K*^, *Xbp1* ^*CartΔEx2*^, and *C/X* mice. Skeletal preparations of newborn, seven day old, and two week old mutant and wildtype mice were stained with Alcian blue and Alizarin red to visualize cartilage and bone. Although no overt phenotype was apparent by visual inspection (Fig 1C) quantitative analysis of individual skeletal elements from two week old animals indicated significant reductions in the length of endochondral bones (tibiae and femora) when *ColX* ^*N617K*^ was compared to wildtype, as previously reported [11], and also when *C/X* was compared with *Xbp1* ^*CartΔEx2*^ (Fig 1D and 1E). When skeletal elements from *C/X* were compared with *ColX* ^*N617K*^ however, there was no significant difference in femoral length, while the tibial length was found to be only very modestly reduced in *C/X* compared with *Col* ^*N617K*^. No difference was observed in intramembranous bone growth (as approximated by intercanthal distance measurements) between any of the mutants compared with wildtype (Fig 1F).

Growth plate sections from each strain were analyzed histologically by H&E staining (Fig 2A), and by immunofluorescence with antibodies for cartilage-specific collagen II (Fig 2B) to visualize the organization and extent of the growth plate cartilage extracellular matrix, and collagen X to demarcate the hypertrophic zone of the growth plate (Fig 2C). Using H&E-stained sections to perform quantitative analyses of growth plate zone lengths between our various mouse strains, we found there was no significant difference between the length of the pathologically expanded hypertrophic zones observed in *ColX* ^*N617K*^ [11] and *C/X* (Fig 2D–2F). Consistently however, we observed a progressive increase in the severity of hypertrophic zone expansion in the *C/X* mice from the anterior to posterior margin of the growth plate, whereas the severity of hypertrophic zone expansion was unchanged across this gradient in *ColX* ^*N617K*^ (Figs 2A and 3A). No obvious difference in the abundance and organization of collagen II in the extracellular matrix was apparent between each mutant and wildtype. Collagen X staining was reduced and largely intracellular in both *ColX* ^*N617K*^ and *C/X* hypertrophic zones reflecting previously described reduced secretion of the mutant misfolded collagen X and its increased intracellular degradation by the ER-associated proteasomal degradation pathway [11,12].

**Fig 2:**
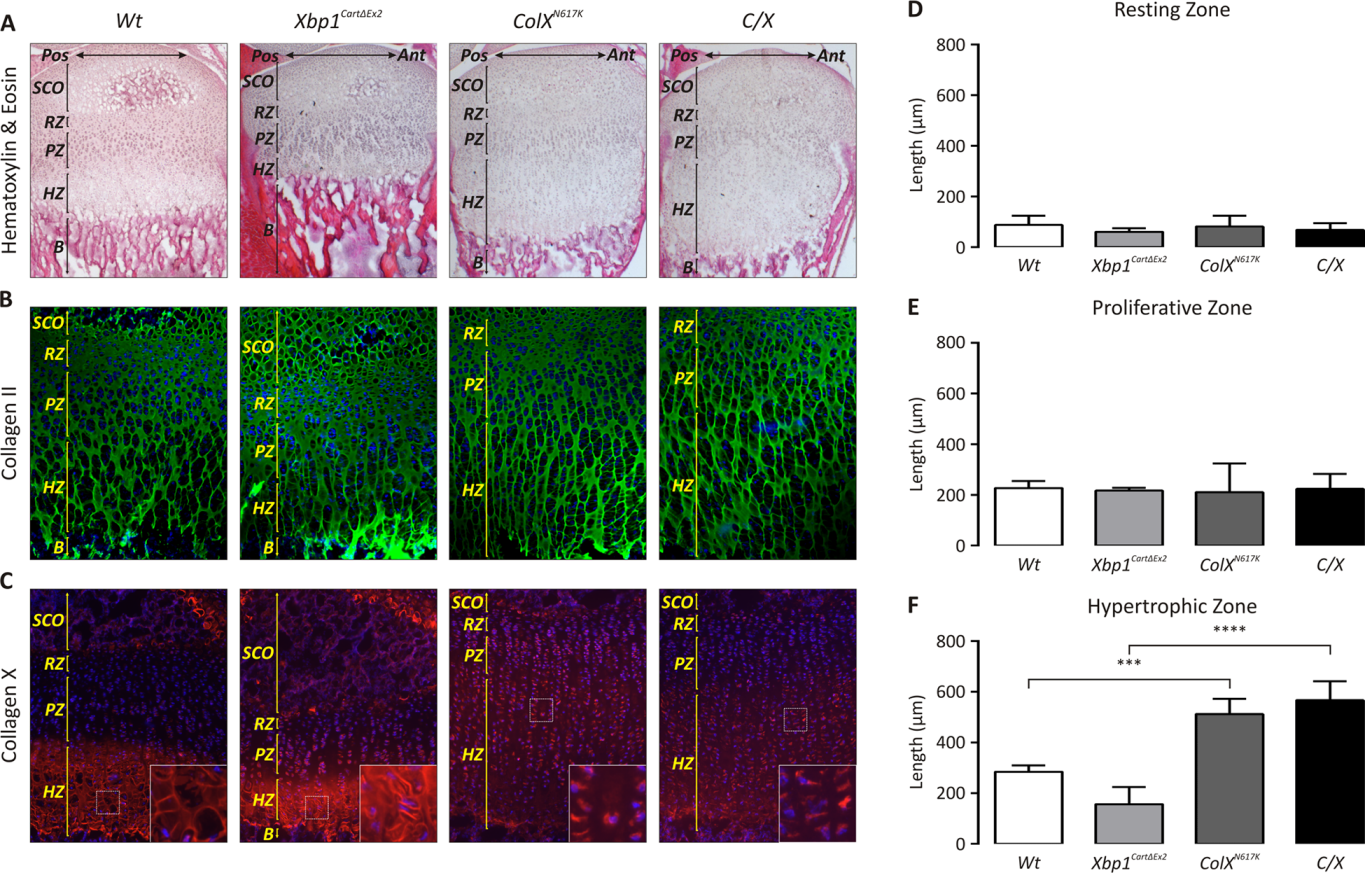
Ablation of XBP1 does not significantly affect the MCDS phenotype in *C/X* mice. *(A-C)* Tibial epiphyseal cryosections from 2 week *Wt*, *Xbp1* ^*CartΔEx2*^, *ColX* ^*N617K*^ and *C/X* mice stained with *(A)* haematoxylin and eosin (H&E), or by immunofluorescence using *(B)* anti-collagen II or *(C)* anti-collagen X antibodies; B—Bone; HZ—Hypertrophic Zone; PZ—Proliferative Zone; SCO—Secondary Center of Ossification. *(D-F)* Quantification of growth plate *(D)* resting zone, *(E)* proliferative zone, and *(F)* hypertrophic zone lengths in mutant and *Wt* mice; N = 3 for each genotype; statistical analysis performed using Student’s *t* test.

**Fig 3:**
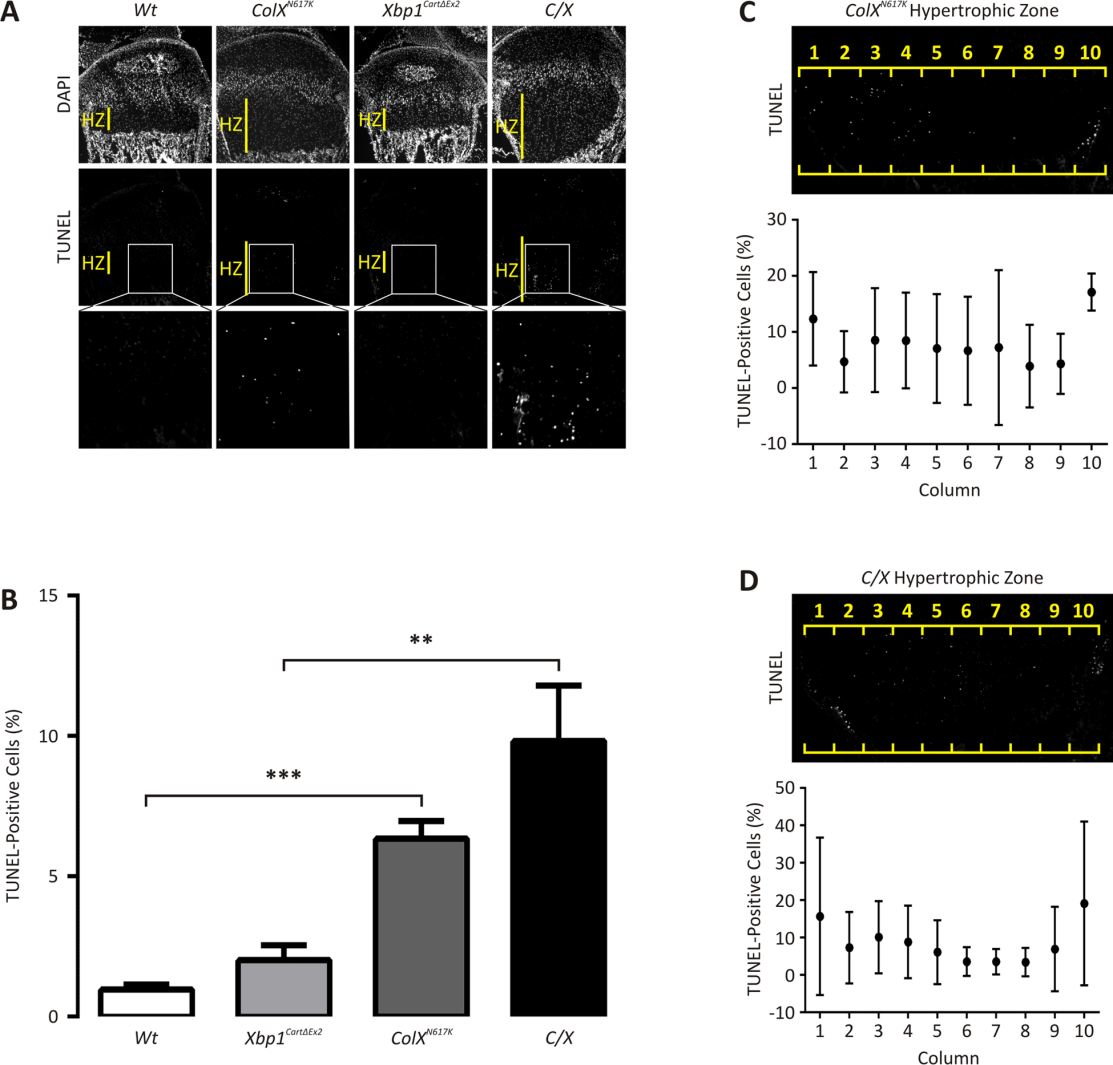
Apoptosis is elevated in 2 week *ColX* ^*N617K*^ and *C/X* growth plate cartilage. *(A)* Representative 2 week wildtype (*Wt*), *Xbp1* ^*CartΔEx2*^, *ColX* ^*N617K*^ and *C/X* tibial growth plate sagittal cryosections analysed by TUNEL with DAPI counterstaining; HZ—hypertrophic zone. Boxes inset indicate magnified areas of the hypertrophic zones containing TUNEL-positive chondrocytes. *(B)* TUNEL analysis of at least 6 tibial growth plate sections from each of 3 *Wt*, *Xbp1* ^*CartΔEx2*^, *ColX* ^*N617K*^, and *C/X* mice, expressed as the number of TUNEL-positive chondrocytes in the hypertrophic zone as a percentage of the total number of chondrocytes per zone (as defined by DAPI-stained nuclei), and showing standard deviation around the mean. *(C*,*D)* Representative 2 week *(C) ColX* ^*N617K*^ and *(D) C/X* tibial growth plate cryosections, showing the distribution of TUNEL-positive cells along the antero-posterior axis of *ColX* ^*N617K*^ and *C/X* hypertrophic zones, as demarcated by 10 consecutive columns (1–10) of arbitrary width. Plots depict the number of TUNEL-positive chondrocytes in each column as a percentage of the total number of chondrocytes per column (as defined by DAPI-stained nuclei), from the same *ColX* ^*N617K*^ and *C/X* mice as analysed in *(B)*, and showing standard deviation around the mean. Statistical analysis performed using Student’s t-test, ** *p* < 0.01, *** *p* < 0.001.

These morphometric and histological data indicate that the severity of the dwarfism caused by expression of the p.N617K collagen X in *ColX* ^*N617K*^ mice was not substantially altered by loss of XBP1 activity in *C/X*, revealing surprising redundancy for the IRE1/XBP1 pathway in the pathology of MCDS, and implying that XBP1-independent consequences of collagen X-induced ER stress must underpin the disease pathology.

### ER stress-induced apoptosis is regulated independently of XBP1

TUNEL analysis was conducted on 14 day old wildtype, *ColX* ^*N617K*^, *Xbp1* ^*CartΔEx2*^, and *C/X* tibial growth plates to determine whether loss of XBP1 from chondrocytes would alter cell fate during ER stress (Fig 3A). The rate of apoptosis in each mouse was quantified by determining the extent of apoptosis as a percentage of the total number of chondrocytes in the zones (Fig 3B). As expected the percentage of apoptotic cells observed in the hypertrophic zones of wildtype and *Xbp1* ^*CartΔEx2*^ growth plates was low, typically in the order of 1–2% as previously described [14]. Significantly more apoptotic cells were detected in *ColX* ^*N617K*^ compared with wildtype, and in *C/X* compared with *Xbp1* ^*CartΔEx2*^. While a trend towards increased apoptosis was observed in the hypertrophic zones of *C/X* versus *ColX* ^*N617K*^, the difference was not statistically significant. Thus our data suggest that apoptosis is a feature of the pathology of MCDS, occurring in chondrocytes in the *ColX* ^*N617K*^ and *C/X* hypertrophic zones by two weeks of age, independently of XBP1 signaling.

To explore whether the apparent antero-posterior gradient of hypertrophic zone expansion in *C/X* is related to cell death, we set out to quantify the lateral distribution of apoptotic cells in the hypertrophic zones of the collagen X mutant growth plates. Thus, we divided the hypertrophic zones of *ColX* ^*N617K*^ and *C/X* growth plates into 10 columns of arbitrary width and scored the number of TUNEL-positive chondrocytes in each column, again normalised against the total number of cells per column (Fig 3C and 3D). The distribution of apoptotic cells was found to be asymmetrical across the width of the *ColX* ^*N617K*^ (Fig 3C) and *C/X* (Fig 3D) hypertrophic zones with the highest percentages of apoptotic chondrocytes generally found in the peripheral-most columns in both mutants, at both the anterior and posterior margins of the growth plate. Thus, the antero-posterior gradient of hypertrophic zone expansion observed in *C/X* growth plates does not correlate with the extent of apoptosis observed in these tissues.

### Expression profiling of mutant and wildtype hypertrophic zone RNA distinguishes XBP1-independent gene cohorts from XBP1-dependent gene cohorts

Since cartilage-specific inactivation of XBP1 was shown to have a negligible effect on the severity of the disease phenotype in our MCDS mouse models, it follows that genes important to the pathology of MCDS must be regulated by the UPR independently of XBP1. Conversely, those genes whose expression is regulated in the chondrocyte UPR in an XBP1-dependent manner must not contribute to the overall disease pathology. To assign genes to XBP1-independent or XBP1-dependent cohorts, we conducted expression profiling of RNA derived from hypertrophic zones microdissected from our mutant and wildtype mice. Samples were initially validated by qPCR using *Agc1*, *Ctgf*, and *Matn1* as markers of cartilage extracellular matrix, and *Creld2*, *Derl3*, *Ero1l*, *Fgf21*, *Steap1*, and *p58* ^*IPK*^ as markers of the hypertrophic chondrocyte UPR [12]. *Agc1*, *Ctgf*, and *Matn1* were down-regulated (Fig 4A–4C) and *Creld2*, *Derl3*, *Ero1l*, *Fgf21* and *Steap1* were up-regulated (Fig 4D–4H) in *ColX* ^*N617K*^ and in *C/X* compared to their respective controls, suggesting that the downstream consequences of the collagen X-induced cartilage UPR are similar in the absence of an active XBP1 pathway. *Creld2* and *Derl3* were both significantly upregulated in *ColX* ^*N617K*^ compared with *C/X*, indicating that these genes are at least partially XBP1-dependent. A comparable pattern was observed for *Fgf21* and *Steap1*, however the difference between *ColX* ^*N617K*^ and *C/X* was not statistically significant. One UPR gene, *p58* ^*IPK*^, was up-regulated in *ColX* ^*N617K*^ but not in *C/X* (Fig 4I), consistent with its known role as a direct downstream target of XBP1 signalling [19]. This further confirms the lack of XBP1 signalling in the *C/X* cartilage.

**Fig 4:**
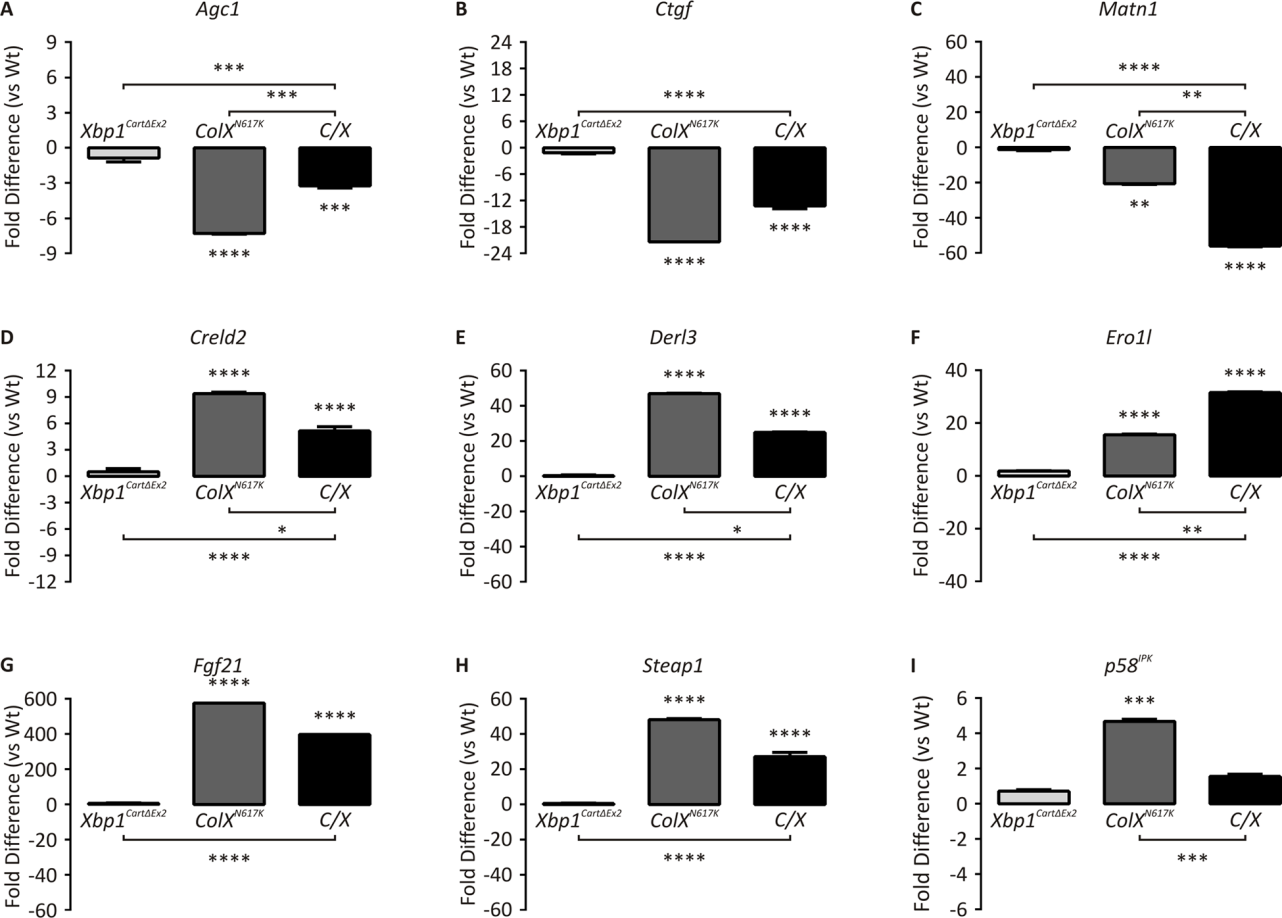
Quantitative PCR of mutant and wildtype hypertrophic zones. qPCR with primers specific for *(A) Agc1*, *(B) Ctgf*, *(C) Matn1*, *(D) Creld2*, *(E) Derl3*, *(F) Ero1l*, *(G) Fgf21*, *(H) Steap1*, and *(I) p58IPK* on cDNA derived from *Wt*, *Xbp1* ^*CartΔEx2*^, *ColX* ^*N617K*^ and *C/X* hypertrophic zone aRNA. Plots depict mean fold differences with standard deviation from the mean, N = 3, statistical significance was determined using Student’s *t* test, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

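RNA amplified from the hypertrophic zone of 1 proximal tibial growth plate was hybridised to an Illumina MouseWG-6 v2 whole genome array, with 1 array per mouse and 3 mice of each of 4 genotypes at 2 weeks of age. ColXN617K mice carry a collagen X that misfolds in the endoplasmic reticulum of hypertrophic chondrocytes. Xbp1CartΔEx2 mice lack exon 2 of Xbp1 in cells that express Col2a1, and C/X mice carry both changes. For 45281 probes per array the authors deposited an intensity, which was neither normalized nor background-corrected, and a detection score, which is close to 1 for a bright probe. They also deposited normalized log2 values for 11338 probes. The intensities were background-corrected, quantile-normalized and put on the log2 scale with the neqc function of limma (offset 16), the function that the paper describes for these arrays. Probes with a detection score above 0.95 on at least 3 of the 12 arrays were kept after normalization, which left 12023 probes, 9866 of them with a gene symbol. The paper also removed probes classed as bad or without a match in an annotation package. That class was not used here, and the step was not repeated. A linear model with a mean for each genotype was fitted to the 12 arrays with limma and moderated across probes by empirical Bayes, and p values were adjusted within each comparison by the Benjamini-Hochberg method. A probe was taken as differentially expressed at a fold difference of at least 2 and an adjusted p of 0.01 or less, the criteria of the paper. The share of probes above background was 17.3% to 17.7% on the wildtype arrays, 19.6% to 23.1% on those of Xbp1CartΔEx2, 17.1% to 28.4% on those of ColXN617K and 17.2% to 24.4% on those of C/X. Across probes, which are not independent replicates, the lowest correlation between arrays of a genotype was 0.957 in wildtype, 0.960 in Xbp1CartΔEx2, 0.867 in ColXN617K and 0.915 in C/X. The number of arrays, 3 per genotype, limits the precision of every value. The sex of the mice is not given. The sex-linked genes Xist and Eif2s3y, given at the end, were not balanced between genotypes except in C/X versus wildtype. The Xbp1 probe (ILMN_2431237) had a normalized log2 intensity of 10.73 ± 0.28 (SD, n = 3 mice) in wildtype and 10.91 ± 0.07 (SD, n = 3) in Xbp1CartΔEx2. The files do not place this probe within the transcript, so its value does not show whether exon 2 is deleted.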

To explore XBP1-independent or XBP1-dependent dysregulated genes in more detail transcriptomic analysis was performed by interrogating these samples with whole genome microarrays. Initially, we performed separate comparisons of *C/X*, *Xbp1* ^*CartΔEx2*^, or *ColX* ^*N617K*^ with wildtype to identify microarray probes showing greater than two-fold differential expression and with an adjusted *p* value of ≤0.01 in each mutant compared to wildtype. 

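Between ColXN617K and wildtype, 1740 of the tested probes met both criteria, 879 with a higher and 861 with a lower signal in the mutant. Between C/X and wildtype 1410 probes did, 784 of them higher and 626 lower, and between Xbp1CartΔEx2 and wildtype 212 probes, 141 higher and 71 lower. An unadjusted p under 0.05 was reached by 5081, 4515 and 2750 probes in the same order. At each of the probes that met the criteria, the 3 arrays of the mutant lay all above or all below the 3 of wildtype. Over all tested probes this held for 40.8%, 43.6% and 36.7% in the same order, where chance gives 10%. The scaling and single arrays changed these counts. With the arrays scaled by their medians in place of quantile normalization they were 796, 305 and 8 in the same order, and most of the 796 were higher in ColXN617K. Without ColXN617K replicate 3, 2846 probes met the criteria between ColXN617K and wildtype, and without C/X replicate 1, 881 did between C/X and wildtype. Between Xbp1CartΔEx2 and wildtype the count was 470 without ColXN617K replicate 3, 138 without ColXN617K replicate 1 and 118 without C/X replicate 1. It was 52 and 69 without wildtype replicates 1 and 2, and 73, 56 and 36 without Xbp1CartΔEx2 replicates 1, 2 and 3. Among probes with a symbol, to which the ranks here are limited, the largest rise between ColXN617K and wildtype was in Fgf21 (ILMN_2710698), with a normalized log2 intensity of 13.62 ± 0.07 (SD, n = 3 mice) against 7.20 ± 0.09 (SD, n = 3). This is a log2 fold change of 6.42 (standard error 0.19, adjusted p = 1.56e-09, limma). Apoa4 followed with 5.87 and Cdsn (ILMN_1235732) with 5.61. The largest fall was in Gpihbp1, with a log2 fold change of -4.91 (standard error 0.57, adjusted p = 7.42e-05, limma), followed by Plxnd1 with -4.69. Between C/X and wildtype the largest rise was in Cdsn, by 6.83 on the log2 scale (adjusted p = 1.33e-09, limma), and the largest fall in Gdpd3, with -5.46 (adjusted p = 7.54e-04, limma). Between Xbp1CartΔEx2 and wildtype these were Necap2 with 3.99 (adjusted p = 0.00234, limma) and Hbb-b2 with -4.07 (adjusted p = 2.71e-05, limma), where the unnamed probe ILMN_1214408 had -5.32. Mean values were 6.05 for Cdsn in wildtype, 5.99 for Gdpd3 in C/X and 5.71 for Hbb-b2 in Xbp1CartΔEx2. The lowest value of a tested probe was 5.53, so the changes of these genes can come out too small.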

By these criteria, differential expression was detected with 1337 probes for *C/X* versus wildtype (S1 Table), 215 probes for *Xbp1* ^*CartΔEx2*^ versus wildtype (S2 Table), and 1633 probes for *ColX* ^*N617K*^ versus wildtype (S3 Table). Subsequently each of these sets of differentially expressed genes were compared with one another as shown in the Venn diagram in Fig 5A. Of the 1337 probes with differential expression between *C/X* and wildtype, 688 were differentially expressed in *C/X* versus wildtype and *ColX* ^*N617K*^ versus wildtype but not in *Xbp1* ^*CartΔEx2*^ versus wildtype (Fig 5A, cohort *i*). These probes represent genes regulated in the chondrocyte UPR independently of XBP1. 

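In the re-analysed intensities, 731 probes were differentially expressed in both ColXN617K and C/X versus wildtype and not in Xbp1CartΔEx2 versus wildtype. Of these, 357 were higher in both mutants, 371 were lower in both and 3 changed in opposite directions. The 731 probes include 616 with a gene symbol, which stand for 544 genes. The median log2 fold change of the 357 higher probes was 1.90 in ColXN617K and 1.76 in C/X, and that of the 371 lower probes was -1.97 and -1.92. Of the 731 probes, 567 were also differentially expressed in the same direction in C/X versus Xbp1CartΔEx2. The means compared there use no wildtype array, while the spread was pooled over all genotypes. The 731 were chosen on the same C/X arrays and on no call in Xbp1CartΔEx2 versus wildtype. Much of this agreement is thus built in, and it is not independent evidence. A direct comparison of ColXN617K with C/X met the criteria at 30 of the 731 probes, and the interaction, the difference between the effects of the collagen X mutation with and without XBP1, at 9. Adjusted over the 731 probes alone and with no fold minimum, 64 and 65 had an adjusted p of 0.05 or less in these tests. Because the same 3 wildtype arrays serve both mutants, part of the overlap is built in. In 100 simulated data sets with shared controls and no true change, the log2 fold changes of both comparisons correlated at 0.50 across probes with a covariance of 0.050. In the arrays the correlation was 0.73 with a covariance of 0.62. There were 382 probes higher in both mutants, where independent lists would share 57.3, and 389 lower in both, where they would share 44.8. In the simulated data, which hold no effects, limma called 0 in both in each of the 100. ColXN617K versus wildtype and C/X versus Xbp1CartΔEx2, which have no array in common, correlated at 0.60 across probes with a covariance of 0.51, with 333 probes higher and 403 lower in both. The 3 wildtype arrays cannot be parted into groups of at least 2, so how much the shared controls add to the 731 probes stays open. From the probes that change with the collagen X mutation whether or not XBP1 is active, the paper concludes that they represent genes regulated in the chondrocyte UPR independently of XBP1.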

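In the re-analysed intensities, 951 probes were differentially expressed between ColXN617K and wildtype but neither between C/X and wildtype nor between Xbp1CartΔEx2 and wildtype. Of these, 490 were higher and 461 lower in ColXN617K, and 793 carried a symbol, for 732 genes. Of the 951 probes, 849 (89.3%) changed in the same direction in C/X versus wildtype. Among the 490 higher probes the median log2 fold change was 1.48 in ColXN617K and 0.69 in C/X, and among the 461 lower probes it was -1.48 and -0.57. Of the 951 probes, 171 had, in C/X versus wildtype, a fold difference of at least 2 but missed the adjusted p, and 51 reached the adjusted p but missed the fold difference. The difference between the mutants was also tested. In ColXN617K versus C/X 246 of the 951 probes met both criteria, 82 of the higher and 164 of the lower ones. The interaction met them at 98, and 258 met them in at least 1 of these tests. Adjusted over the list alone and with no fold minimum, 628 probes had an adjusted p of 0.05 or less in ColXN617K versus C/X and 493 in the interaction. The 951 probes were chosen on these arrays, so this count is not independent evidence. Without ColXN617K replicate 3 the cohort held 1740 probes, and without ColXN617K replicate 1 it held 618. The part that also differed between ColXN617K and C/X was 148, 134 and 531 probes without ColXN617K replicates 1, 2 and 3, and 118 and 142 probes without C/X replicates 1 and 3. Cxcl1 rose by 4.69 on the log2 scale in ColXN617K versus wildtype and by 0.74 in C/X versus wildtype, with a log2 fold change of 3.95 (standard error 0.50, adjusted p = 5.05e-04, limma) between the mutants. Msi2 (ILMN_1234842) had log2 fold changes of -3.50 and -0.27 against wildtype, and -3.22 (standard error 0.32, adjusted p = 1.40e-04, limma) between the mutants, where its other probes had -1.75 and -0.53 and did not meet the criteria. Tmem87a (ILMN_1223159) had 3.73 and 0.54 against wildtype, and 3.18 (standard error 0.32, adjusted p = 1.53e-04, limma) between the mutants, with 1.25 for its other probe.

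**Figure D1:**
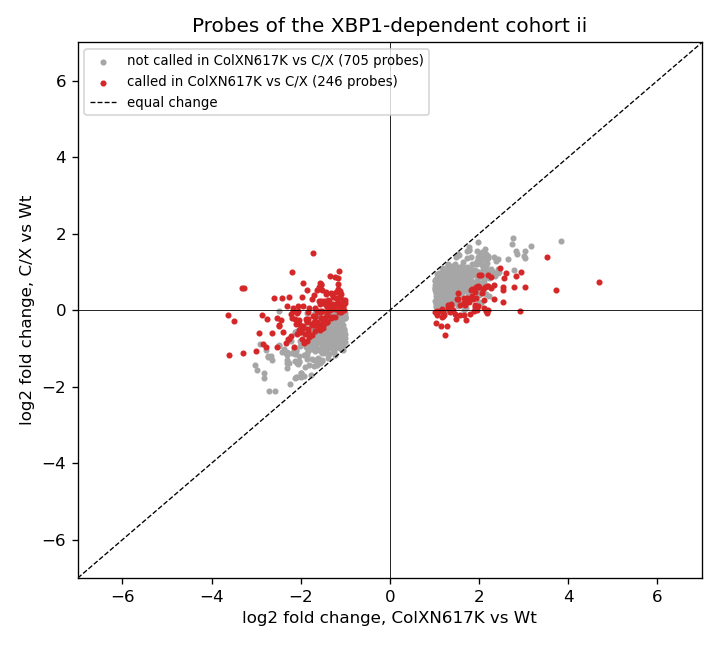
Log2 fold change of each of the 951 probes of the XBP1-dependent cohort in ColXN617K versus wildtype (horizontal axis) and in C/X versus wildtype (vertical axis). The 246 probes that also differ between ColXN617K and C/X are red and the others grey, and the dashed line marks an equal change. The median change in ColXN617K and C/X was 1.48 and 0.69 among the higher probes and -1.48 and -0.57 among the lower ones. By definition a probe that met the criteria on both axes is not in this cohort.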

Of the 1633 probes indicating differential expression between *ColX* ^*N617K*^ versus wildtype, 885 were differentially expressed in *ColX* ^*N617K*^ versus wildtype but not in *Xbp1* ^*CartΔEx2*^ versus wildtype or *C/X* versus wildtype (Fig 5A, cohort *ii*), representing genes regulated in the chondrocyte UPR in an XBP1-dependent manner.

**Fig 5:**
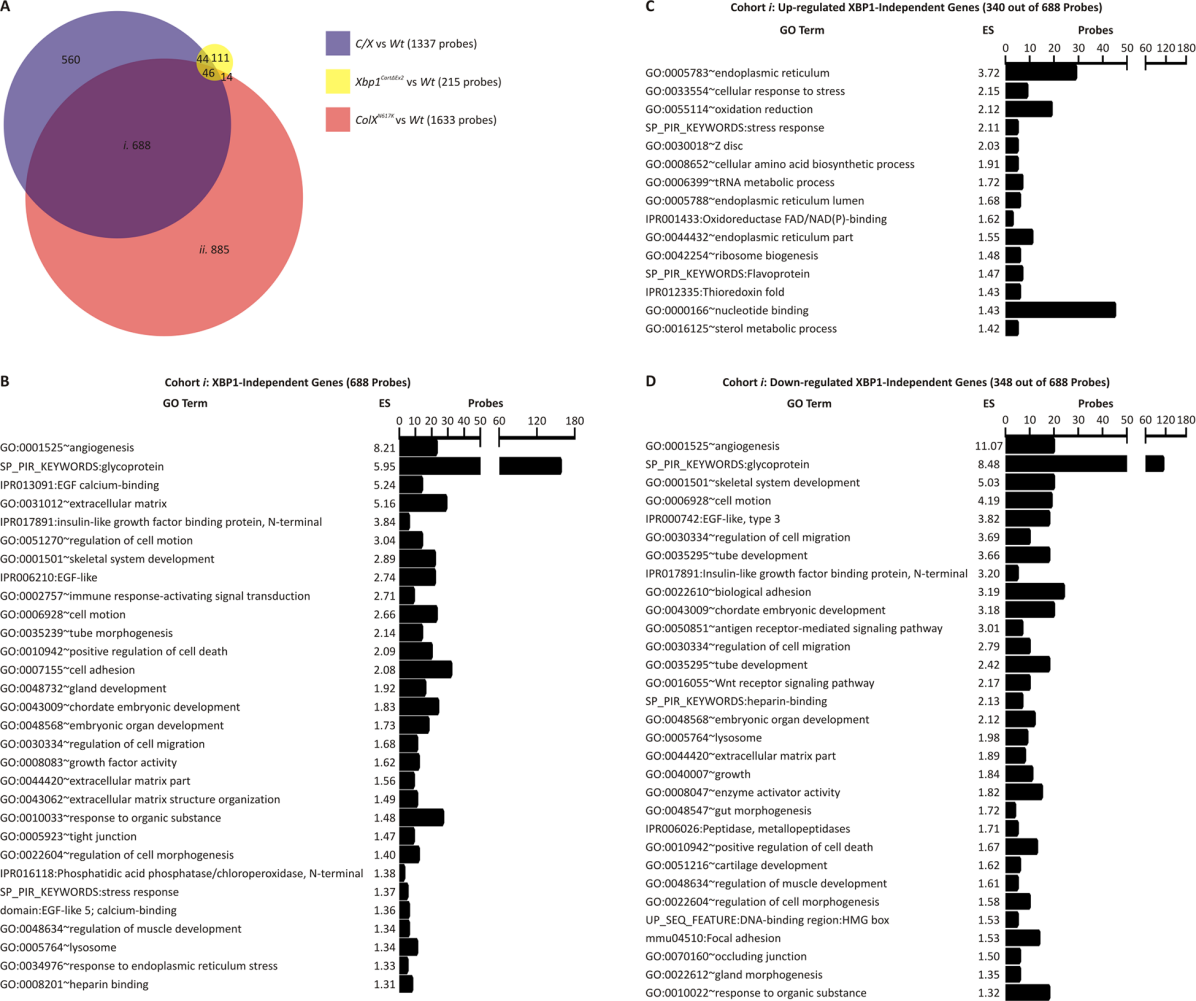
Microarray analysis of mutant and wildtype hypertrophic zones. *(A)* Venn diagram depicting the relationship between probes indicating differential gene expression (fold difference ≥ 2.0, adjusted *p* value ≤ 0.01) following comparisons of *C/X* versus wildtype (*Wt*) (blue), *Xbp1* ^*CartΔEx2*^ versus *Wt* (yellow), and *ColX* ^*N617K*^ versus *Wt* (red), by whole genome microarray analysis of hypertrophic zone aRNA. *(B-D)* Ontological analysis of *(B)* all probes in cohort *i* in *(A)*, or those showing *(C)* up-regulation or *(D)* down-regulation, by Functional Annotation Clustering, using DAVID v6.7 software, and depicting representative gene ontology terms from each annotation cluster achieving an enrichment score (ES) ≥ 1.3.

Ontological analysis revealed that the XBP1-independent cohort (Fig 5A, cohort *i*) was enriched with probes corresponding to genes associated with angiogenesis, glycoproteins, the extracellular matrix, the endoplasmic reticulum, and positive regulation of apoptosis (Fig 5B). 

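The annotation clusters of DAVID were not recomputed. In their place, 36 lists of genes (693 memberships) were written before the data were examined, but after the paper and its supplementary tables had been read. Those tables give the genes called on these same arrays, so no test of the lists is independent of the data. Except in the tests of over-representation below, each gene was represented by its brightest tested probe. The fry function of limma, a fast form of the ROAST test that the paper names, tests whether the genes of a list move on balance in one direction and does not compare them with other genes. Its p values were adjusted over the 36 lists. At an adjusted p of 0.05 or less, 27 lists moved in ColXN617K versus wildtype, 12 up and 15 down. Between C/X and wildtype 25 lists moved, 12 up and 13 down. In C/X versus Xbp1CartΔEx2 29 lists moved and in Xbp1CartΔEx2 versus wildtype 6, 5 of them up. In the latter 3 moved without Xbp1CartΔEx2 replicate 1, 1 without ColXN617K replicate 1 and 1 without ColXN617K replicate 2. With fry 0 passed there without wildtype replicate 1 or 2, Xbp1CartΔEx2 replicate 2 or 3 or C/X replicate 2. With camera, which compares a list with all other genes and here estimated the correlation within it, the list of PERK, ATF4 or CHOP targets alone passed, at an adjusted p of 0.0433 in ColXN617K and 0.0315 in C/X versus wildtype. The paper named these genes from the same arrays, so this pass is not independent evidence. As an alternative to quantile normalization, the arrays were scaled by their medians over all 45281 probes. At most 28.4% of these were above background on an array, so the scaling rests on probes without such signal. With it the median log2 fold change of the tested probes was 0.77 in ColXN617K, 0.40 in C/X and 0.34 in Xbp1CartΔEx2 versus wildtype. Lists whose direction turned with median scaling are named as such. Over-representation of a list in a cohort was tested with Fisher's exact test (two-sided, adjusted over the 36 lists) against the 7642 tested genes with a symbol. There a gene counted when any of its probes was in the cohort. Genes with several probes thus had more chances and could be in both cohorts. Of 14 measured pro-apoptotic genes, 3 were higher and 2 lower in ColXN617K versus wildtype, also when adjusted over the list alone. Their median log2 fold change was -0.25 while their mean was 0.07, and fry gave an upward move with an adjusted p of 0.511. With ColXN617K replicate 3 and C/X replicate 3 both left out, a setting chosen after seeing the data, the list moved down with an adjusted p of 6.43e-04. The pro-apoptotic list moved up in C/X versus Xbp1CartΔEx2 (median 0.09, adjusted p = 0.00404, fry), and did not pass there with median scaling (adjusted p = 0.613, fry), without C/X replicate 3, without both arrays (adjusted p = 0.792, fry) or with camera (adjusted p = 0.616). The XBP1-independent cohort held 3 of the 14 genes among its higher probes (Chac1, Ddit3 and Trib3), where 0.482 would be expected (adjusted p = 0.0398, Fisher's exact test). All 3 are also in the list of PERK branch regulators, so this is not separate from the rise of that list. For 9 anti-apoptotic genes the median was -0.09 in ColXN617K versus wildtype (adjusted p = 0.0602, fry), with an upward move under median scaling. A downward move passed with no background correction (adjusted p = 0.0278, fry), array weights (0.0253), trended and robust moderation (0.0188) and without wildtype replicate 1 or ColXN617K replicate 2.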

Dysregulated apoptosis was confirmed by TUNEL analysis (Fig 3). We next partitioned the 687 probes of cohort *i* into those representing up-regulated genes or down-regulated genes in the collagen X mutants versus wildtype. The sub-cohort of 340 probes up-regulated independently of XBP1 was enriched with the majority of probes from cohort *i* corresponding to the endoplasmic reticulum, oxidation and reduction, and mRNA translation (tRNA metabolism and amino acid biosynthesis; Fig 5C). 

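Among the probes higher in both collagen X mutants, 263 genes with a symbol were compared with the gene lists by Fisher's exact test. They held 4 of 20 measured chaperones and folding enzymes of the endoplasmic reticulum (Creld2, Hsp90b1, Pdia3 and Pdia4), where 0.688 would be expected (adjusted p = 0.0193). Of 12 genes of ER-associated degradation they held 3 (Derl3, Erlin1 and Herpud1; 0.413 expected, adjusted p = 0.0282). Of 36 genes of ER translocation and vesicle transport they held 3 (Sec22b, Sec31a and Serp1; 1.24 expected), which did not pass (adjusted p = 0.323). Genes of amino acid synthesis and transport were represented by 7 of 12 (Aldh18a1, Asns, Gpt2, Mthfd2, Psat1, Slc7a11 and Slc7a3; adjusted p = 6.50e-07). Of 15 cytosolic aminoacyl-tRNA synthetases 4 were among them (Iars, Nars, Sars and Wars; 0.516 expected, adjusted p = 0.00713). As a whole list, the chaperones had a median log2 fold change of 0.49 in ColXN617K and 0.24 in C/X versus wildtype (adjusted p = 1.78e-05 and 0.00193, fry; 0.0690 and 0.243 with camera). In ColXN617K 7 of the 20 were differentially expressed and higher, also when adjusted over the list alone, and in C/X 5 were higher and 1 lower, or 7 and 1 when adjusted over the list alone. The 12 genes of amino acid synthesis had medians of 1.70 and 1.80, with 9 higher and 1 lower in ColXN617K and 8 higher in C/X (adjusted p = 2.98e-05 in C/X, fry; 0.111 with camera). Adjusted over the list alone, 1 gene was also lower in C/X. For the tRNA synthetases the medians were 0.98 and 0.62, with 6 and 4 of the 15 genes higher (adjusted p = 8.36e-05 in C/X, fry; 0.111 with camera). The genes of transport had medians of 0.52 and 0.26, with 4 and 3 of the 36 higher (adjusted p = 3.32e-05 and 0.00210, fry; 0.0690 and 0.190 with camera). With median scaling the rises in C/X versus wildtype did not pass for the chaperones (adjusted p = 0.291, fry), transport (0.303), amino acid synthesis (0.0519) and the tRNA synthetases (0.0642). Genes of the PERK branch, 15 of them measured, had medians of 0.95 and 1.21 (adjusted p = 2.57e-05 in C/X, fry; 0.121 with camera), and 6 of them were in the cohort (Chac1, Ddit3, Fgf21, Nupr1, Ppp1r15a and Trib3; adjusted p = 5.44e-05, Fisher's exact test).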

The sub-cohort of 348 probes down-regulated independently of XBP1 was enriched with the majority of probes from cohort *i* associated with angiogenesis, glycoproteins, the extracellular matrix, and skeletal system development (Fig 5D), consistent with the qPCR validation data for markers of ER stress, cartilage ECM (Fig 4) and angiogenesis, *Vegfa* and *Hbb-b1* (S2A and S2B Fig). Thus the XBP1-independent consequences of the chondrocyte UPR are two-fold, both designed to restore ER homeostasis. 

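Among the probes lower in both collagen X mutants, 280 genes with a symbol were compared with the same lists. They held 8 of 27 genes of the extracellular matrix outside cartilage and of basement membranes (Col18a1, Col4a1, Col4a2, Fbln1, Nid1, Nid2, Thbs3 and Tnc), where 0.989 would be expected (adjusted p = 6.40e-05, Fisher's exact test). Of 20 cartilage matrix genes they held 5 (Ccn2, Chad, Col10a1, Col27a1 and Mgp; 0.733 expected, adjusted p = 0.00565), and of 20 regulators of skeletal development 4 (Bmp6, Ihh, Sox4 and Tgfb3; adjusted p = 0.0387). Of 13 secreted regulators of angiogenesis they held 2 (Ccn2 and Vegfa; 0.476 expected), which did not pass (adjusted p = 0.320). A list of endothelial markers gave 15 of 16 measured genes (0.586 expected, adjusted p = 1.11e-19, Fisher's exact test). Like the other lists it was written after the paper's tables of called genes had been read, so this p value is not independent evidence. These markers had a median log2 fold change of -2.98 in ColXN617K and -2.66 in C/X versus wildtype, and all 16 were below 0 in both. The cartilage matrix list had medians of -0.35 in ColXN617K (adjusted p = 0.00144, fry; 0.267 with camera), where its direction turned upward with median scaling, and -0.72 in C/X versus wildtype (adjusted p = 4.88e-04, fry; 0.184 with camera). In it Acan, Col2a1 and Ccn2 were represented by probes close to the top of the normalized scale, where a fall can come out too small. The other matrix list had -0.67 and -0.38 (adjusted p = 5.56e-04 in C/X, fry; 0.209 with camera), and the secreted regulators of angiogenesis -0.84 and -0.97 (adjusted p = 1.03e-04 and 0.00196, fry; 0.0982 and 0.190 with camera). With median scaling these 3 lists did not pass in either comparison, at an adjusted p of at least 0.291 (fry). The probes of Vegfa did not move alike. ILMN_3121255 had a log2 fold change of -1.29 (standard error 0.28, adjusted p = 0.00483, limma) in ColXN617K and -1.42 (adjusted p = 0.00324, limma) in C/X versus wildtype, and was differentially expressed in 19 of the 27 planned settings in each. ILMN_2484527, the brighter one, had -0.13 (adjusted p = 0.793, limma) and -1.40 (adjusted p = 0.0101, limma). No tested probe carried the symbol Hbb-b1. For Hbb-bs (ILMN_2544056) the log2 fold change was -3.92 (standard error 0.36, adjusted p = 1.37e-05, limma) in ColXN617K and -4.34 (adjusted p = 6.85e-06, limma) in C/X versus wildtype. Of its 5 probes, all but ILMN_1255462 met the criteria in both comparisons. In Xbp1CartΔEx2 versus wildtype the list of 6 erythroid genes had a median of -1.85 (adjusted p = 0.020, fry; 0.579 with camera), with 2 lower, or 3 adjusted over the list alone, and 1 above 0, and it did not pass without any 1 of the wildtype arrays, Xbp1CartΔEx2 replicate 2 or 3 or C/X replicate 2.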

On the one hand, they include the transcriptional up-regulation of genes encoding components of the cell that support protein folding. On the other, they involve transcriptional down-regulation of genes encoding secreted proteins, many of which include glycoproteins, components of the cartilage extracellular matrix, and pathways involved in skeletal system development.

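Of 26 measured genes of the mitochondrial respiratory chain, 13 lay above 0 in ColXN617K versus wildtype, with a median log2 fold change of 0.00 (adjusted p = 0.451, fry), and an upward move passed with array weights (adjusted p = 0.0238, fry) and without ColXN617K replicate 3 and C/X replicate 3, a setting chosen after seeing the data. Only Cycs was differentially expressed and higher among them, also when adjusted over the list alone. In ColXN617K versus C/X their median was -0.06 (adjusted p = 0.528, fry), with an upward move under median scaling. Of 22 cytoskeletal genes 4 were lower in ColXN617K and 4 in C/X versus wildtype, also when adjusted over the list alone. Their median was -0.50 in ColXN617K (adjusted p = 3.14e-05, fry; 0.0690 with camera), where median scaling turned the direction upward, and -0.34 in C/X (adjusted p = 1.17e-04, fry; 0.111 with camera). Between ColXN617K and C/X themselves their median was -0.06 (adjusted p = 0.700, fry), also with an upward move under median scaling, while with the mean of all probes of a gene the downward move passed (adjusted p = 0.0411, fry).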

The XBP1-dependent cohort (Fig 5A, cohort *ii*) was enriched with probes corresponding to genes associated with organelle lumen, mitochondria, RNA processing and the cytoskeleton (S1A Fig). We partitioned the 885 probes of cohort *ii* into those representing genes up-regulated or down-regulated in response to ER stress in an XBP1-dependent manner. 

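Among the 490 probes higher in ColXN617K but not in C/X, 375 genes carried a symbol. They held 4 of 12 genes of ER-associated degradation (Edem2, Erlec1, Herpud1 and Os9), where 0.589 would be expected, and 5 of 20 genes of the nucleolus and rRNA processing (Bop1, Ebna1bp2, Ncl, Nop14 and Polr1a), where 0.981 would be expected. Both had an adjusted p of 0.0419 from Fisher's exact test. Herpud1 is also in the XBP1-independent cohort, through another probe. Chaperones and folding enzymes gave 3 of 20 (Dnajb9, Hspa5 and Pdia6; adjusted p = 0.648). As a list they were higher in ColXN617K than in C/X by a median of 0.25 (adjusted p = 0.0111, fry; 0.606 with camera and 0.408 with median scaling), with 2 of the 20 higher, or 3 higher and 1 lower when adjusted over the list alone, which did not pass without ColXN617K replicate 1, with 2 genotypes in the model or with the description number as a block. The transport list had 0.23 (adjusted p = 0.0365, fry; 0.971 with camera and 0.408 with median scaling), with 1 of 36 higher, and 0 when adjusted over the list alone. Among other settings, it did not pass with a stricter detection filter, nor without any 1 of wildtype replicate 1, ColXN617K replicate 1 or 2 or C/X replicate 1 or 3. The mitochondrial list gave 1 of 26, where 1.28 would be expected. The ER-associated degradation list had a median log2 fold change of 0.94 in ColXN617K and 0.57 in C/X versus wildtype (adjusted p = 2.64e-05 and 5.56e-04, fry; 0.0701 and 0.184 with camera). In ColXN617K 5 of its genes were higher, 6 when adjusted over the list alone, and in C/X 2. Between ColXN617K and C/X the median of this list was 0.35 (adjusted p = 0.0672, fry), which passed with cyclic loess (adjusted p = 0.0288, fry), array weights and the mean of all probes of a gene. The nucleolar list had medians of 0.79 and 0.97 (adjusted p = 4.79e-05 in C/X, fry; 0.0742 with camera), with 7 genes higher in ColXN617K and 5 in C/X, and 8 in each when adjusted over the list alone. Between ColXN617K and C/X its median was 0.10 (adjusted p = 0.445, fry). With median scaling neither list passed in C/X versus wildtype (adjusted p = 0.0943 for both, fry). Creld2 (ILMN_2757368) had a normalized log2 intensity of 12.62 ± 0.03 (SD, n = 3 mice) in ColXN617K, 12.11 ± 0.45 in C/X, 10.18 ± 0.20 in wildtype and 9.41 ± 0.44 in Xbp1CartΔEx2. Its log2 fold change between ColXN617K and C/X was 0.51 (standard error 0.27, adjusted p = 0.232, limma), and that of its other probe was 0.63 (adjusted p = 0.181, limma). Derl3 had 8.69 ± 0.97 (SD, n = 3 mice) in ColXN617K, 8.74 ± 0.28 in C/X and 7.08 ± 0.28 in wildtype, and a log2 fold change of -0.04 (standard error 0.38, adjusted p = 0.959, limma) between ColXN617K and C/X. Its rise over wildtype in ColXN617K, by 1.61 on the log2 scale (adjusted p = 0.00735, limma), met the criteria in 14 of 27 planned settings and in 3 of the 12 that leave out an array. No probe tested here was annotated as Ero1l or p58IPK.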

The sub-cohort of 479 probes up-regulated in *ColX* ^*N617K*^ versus wildtype in an XBP1-dependent manner was enriched with the majority of probes from cohort *ii* associated with organelle lumen (which includes ER-related genes), mitochondria, the nucleolus, and non-coding RNA processing and metabolism (S1B Fig). qPCR validation of the up-regulation of several ER genes (*Creld2*, *Derl3*, *Ero1l* and *p58IPK*) is shown in Fig 4. The sub-cohort of 406 probes down-regulated in *ColX* ^*N617K*^ versus wildtype in an XBP1-dependent manner was enriched with the majority of probes from cohort *ii* corresponding to the cytoskeleton, extracellular matrix, vasculature development, and ossification (S1C Fig). 

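Among the 461 probes lower in ColXN617K but not in C/X, 358 genes carried a symbol. They held 6 of 20 regulators of skeletal development (Bmp4, Bmp8a, Ihh, Pth1r, Wnt4 and Wnt5b), where 0.937 would be expected (adjusted p = 0.00808, Fisher's exact test). Ihh is also in the XBP1-independent cohort, through another probe. Cytoskeletal genes gave 3 of 22 (Actb, Actn1 and Msn; adjusted p = 0.418) and other matrix genes 3 of 27 (Loxl4, Sparc and Tnc; adjusted p = 0.450). Tnc, like Ihh, is in the XBP1-independent cohort through another probe. As a list, the regulators of skeletal development had a median log2 fold change of -1.16 in ColXN617K versus wildtype, with 9 of 20 genes lower, also when adjusted over the list alone (adjusted p = 1.53e-05, fry; 0.0690 with camera). The median was -0.17 in C/X versus wildtype, with 4 genes lower and 1 higher (adjusted p = 0.00492, fry; 0.409 with camera), and between ColXN617K and C/X it was -0.85 (adjusted p = 0.00234, fry; 0.583 with camera). With median scaling none of the 3 passed (adjusted p = 0.396, 0.954 and 0.588, fry). Bmp8a (ILMN_2910653) had a normalized log2 intensity of 9.72 ± 0.37 (SD, n = 3 mice) in ColXN617K, 11.87 ± 0.36 in C/X and 11.35 ± 0.19 in wildtype. Its log2 fold change was -1.63 (standard error 0.32, adjusted p = 0.00232, limma) against wildtype and -2.15 (adjusted p = 0.00128, limma) against C/X. Its other probe, ILMN_2773348, had -1.87 against wildtype and missed the criteria (adjusted p = 0.0480, limma). Pth1r (ILMN_2850309) had 12.19 ± 0.93 (SD, n = 3 mice) in ColXN617K and 13.74 ± 0.07 in wildtype, a log2 fold change of -1.55 (standard error 0.36, adjusted p = 0.00646, limma), and it met the criteria in 15 of 27 planned settings. Against C/X its log2 fold change was -1.43, which did not pass (adjusted p = 0.0193, limma).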

By qPCR we validated the down-regulation of several genes related to ossification, *Pthr1* and *Bmp8a* (S2C and S2D Fig). Thus as with the XBP1-independent consequences of the chondrocyte UPR, XBP1-dependent gene expression changes include the transcriptional up-regulation of genes encoding components of the cell that support ER homeostasis, and the transcriptional down-regulation of genes encoding membrane-bound and secreted proteins that are trafficked through the ER for post-translational modification and assembly.

### The developmental arrest of ER-stressed *ColX* ^*N617K*^ chondrocytes is regulated independently of XBP1

We have previously shown that ER stress in the growth plate hypertrophic zone disrupts chondrocyte differentiation such that there is a delay in both the down-regulation of the proliferative chondrocyte gene expression signature, and up-regulation of the hypertrophic chondrocyte gene expression signature in mouse models of MCDS, including *ColX* ^*N617K*^ [12]. To determine whether XBP1 contributes to this disruption, we performed gene set tests comparing the differential expression of probes representing previously established [12] proliferative zone signature genes (Fig 6A) or hypertrophic zone signature genes (Fig 6B) in *ColX* ^*N617K*^ hypertrophic zones versus wildtype, *C/X* hypertrophic zones versus *Xbp1* ^*CartΔEx2*^, and in *Xbp1* ^*CartΔEx2*^ hypertrophic zones versus wildtype. 

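The 773 genes of the proliferative zone signature are named in an earlier study and not in the paper or its supplements, so that test could not be repeated. A list of 19 proliferative chondrocyte markers, 13 of them measured, was tested with fry in its place. In ColXN617K versus wildtype 4 of the 13 genes lay above 0, and the median log2 fold change was -0.20 (adjusted p = 0.232, fry), with an upward move under median scaling. With cyclic loess normalization the downward move passed (adjusted p = 0.0432, fry). In C/X versus Xbp1CartΔEx2 3 of the 13 lay above 0. The median was -0.22 (adjusted p = 0.283, fry; 0.0389 with array weights), while Sox5 and Sox6 were higher by 1.26 and 1.78 on the log2 scale and Matn1 and Hapln1 were lower, with -1.56 and -1.51. Adjusted over the list alone, the same numbers of genes, 2 and 2, passed. In Xbp1CartΔEx2 versus wildtype 7 of the 13 lay above 0, with a median of 0.01 (adjusted p = 0.866, fry), and fry gave a downward move, which median scaling turned upward. Sox9 (ILMN_2778151) had a log2 fold change of 0.74 (standard error 0.23, adjusted p = 0.0313, limma) in ColXN617K versus wildtype, and its other probe, ILMN_3007428, had 0.11 (adjusted p = 0.806, limma). Col2a1 was lower at ILMN_2759144, with -1.02 (adjusted p = 0.00430, limma), while ILMN_2759142 had -0.81 (adjusted p = 0.0123, limma) and ILMN_1246054, the brightest probe and close to the top of the normalized scale, had -0.23 (standard error 0.18, adjusted p = 0.361, limma). In the list Col2a1 was represented by this brightest probe and Acan also by a probe close to the top, where a change can be missed.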

Significantly elevated expression of the proliferative zone gene signature was observed in *C/X* versus *Xbp1* ^*CartΔEx2*^ (Fig 6Ai), as in *ColX* ^*N617K*^ versus wildtype (Fig 6Aii), but not in *Xbp1* ^*CartΔEx2*^ versus wildtype (Fig 6Aiii). Likewise we demonstrated significantly reduced expression of the hypertrophic zone gene signature in *C/X* versus *Xbp1* ^*CartΔEx2*^ (Fig 6Biii), similar to *ColX* ^*N617K*^ versus wildtype (Fig 6Bii), but not in *Xbp1* ^*CartΔEx2*^ versus wildtype (Fig 6Bi). These results indicate that the disrupted differentiation observed in chondrocytes expressing misfolding protein in the hypertrophic zone is caused by an XBP1-independent aspect of the chondrocyte UPR.

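The 510 genes of the hypertrophic zone signature are likewise not listed in the paper, and 21 hypertrophic chondrocyte markers, 15 of them measured, were tested in their place. In ColXN617K versus wildtype 7 of the 15 were differentially expressed and lower, also when adjusted over the list alone, with a median log2 fold change of -0.96 (adjusted p = 1.78e-05, fry; 0.0690 with camera). With median scaling this list stayed downward but did not pass (adjusted p = 0.312, fry). In C/X versus Xbp1CartΔEx2 6 were lower, or 7 when adjusted over the list alone, with a median of -1.03 (adjusted p = 3.32e-05, fry; 0.0562 with camera). In Xbp1CartΔEx2 versus wildtype the median was 0.03 and 9 of the 15 lay above 0, while fry gave a downward move (adjusted p = 0.873), which median scaling turned upward. Col10a1 (ILMN_2675388), the gene of collagen X, had a normalized log2 intensity of 12.06 ± 0.37 (SD, n = 3 mice) in wildtype, 11.68 ± 0.51 in Xbp1CartΔEx2, 8.90 ± 0.76 in ColXN617K and 8.98 ± 0.55 in C/X. Its log2 fold change was -3.17 (standard error 0.40, adjusted p = 1.35e-04, limma) in ColXN617K versus wildtype and -2.70 (standard error 0.40, adjusted p = 4.51e-04, limma) in C/X versus Xbp1CartΔEx2. The files do not say whether its probe reads the mutant allele as well as the wildtype one. Ibsp fell by 3.29 on the log2 scale in ColXN617K versus wildtype and by 2.78 in C/X versus Xbp1CartΔEx2, and Ihh by 2.51 and 2.08. Ibsp is also in the list of osteoblast and osteocyte genes, which in C/X versus Xbp1CartΔEx2 had a median of -2.10 over 8 genes (adjusted p = 4.97e-05, fry), with 4 lower, or 5 when adjusted over the list alone (adjusted p = 0.0562 with camera). Osteoclast genes, with -1.38 over 3 genes (adjusted p = 0.00142, fry, and 0.179 with camera), and endothelial markers, with -3.5 over 16 (adjusted p = 0.0773, camera), fell there too. The osteoblast and osteocyte list moved up in Xbp1CartΔEx2 versus wildtype with fry, so part of its fall can come from higher values in Xbp1CartΔEx2. That rise did not pass with median scaling (adjusted p = 0.0888, fry), with camera (adjusted p = 0.579) and in other settings. From the reduced hypertrophic and elevated proliferative signatures in both collagen X mutants and not in Xbp1CartΔEx2, the paper concludes that the disrupted differentiation is caused by an XBP1-independent aspect of the chondrocyte UPR.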

**Fig 6:**
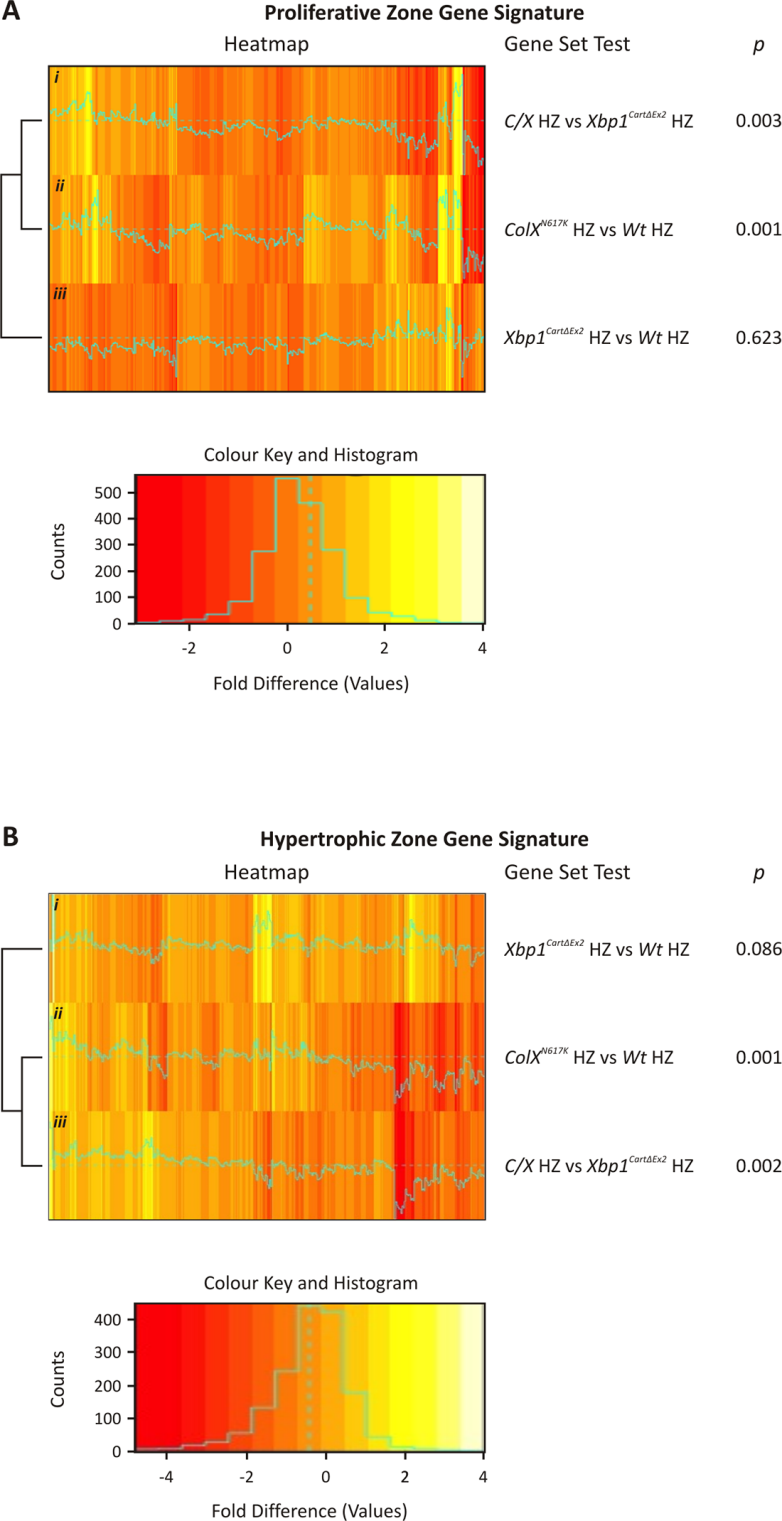
Expression of wildtype growth plate zone gene signatures in *ColX* ^*N617K*^, *Xbp1* ^*CartΔEx2*^, and *C/X* hypertrophic zones. Heatmaps depicting the relative fold difference (log fold change) of microarray probes representing *(A)* 773 wildtype (*Wt*) proliferative zone signature genes and *(B)* 510 *Wt* hypertrophic zone signature genes following the comparison of *C/X* versus *Xbp1* ^*CartΔEx2*^, *ColX* ^*N617K*^ versus *Wt*, and *Xbp1* ^*CartΔEx2*^ versus *Wt* hypertrophic zones; N = 3. For both heatmaps, each *Wt* growth plate zone signature gene is represented by a single bar, colour-coded according to relative expression as indicated, with up-regulated probes coloured yellow, and down-regulated probes coloured red.

### Evidence for post-transcriptional inhibition of C/EBP-β-mediated gene expression in *ColX* ^*N617K*^ and *C/X* hypertrophic zones

Several recent studies have implicated C/EBP-β in regulating the transition of chondrocytes from proliferation to hypertrophy [16–18]. Moreover, GADD45-β [20,21] and RUNX2 [17] have been identified as transcriptional co-factors of C/EBP-β required for full induction of the hypertrophy program. It has also been established that the function of C/EBP transcription factors, including C/EBP-β, may be inhibited through interaction with the ER stress-responsive transcription factor, CHOP [22].

Therefore we investigated whether the blockage in chondrocyte differentiation observed in our *ColX* ^*N617K*^ and *C/X* mice could be caused by inhibition of the transcriptional activity of C/EBP-β (Fig 7). By immunofluorescent analysis of wildtype and mutant growth plates, we confirmed that ATF4, a marker of PERK activation required for ER stress-responsive expression of CHOP [15], was up-regulated in the *ColX* ^*N617K*^ hypertrophic zone compared with wildtype, and in the *C/X* hypertrophic zone compared with *Xbp1* ^*CartΔEx2*^ (Fig 7A). Accordingly, by qPCR analysis of microdissected mutant and wildtype hypertrophic zones, we also confirmed up-regulation of *Chop* in *ColX* ^*N617K*^ versus wildtype, and in *C/X* versus *Xbp1* ^*CartΔEx2*^ (Fig 7B). Further qPCR analysis of the same samples was performed to establish expression profiles for *Cebpb*, *Gadd45b*, and *Runx2*, as well as C/EBP-β transcriptional targets, *p57* ^*Kip2*^, *Col10a1*, and *Mmp13* (Fig 7C–7H). *Cebpb* expression was up-regulated in *ColX* ^*N617K*^ versus wildtype, but differential expression was not observed between *C/X* and *Xbp1* ^*CartΔEx2*^. *p57* ^*Kip2*^, *Runx2*, *Col10a1*, and *Mmp13* were all down-regulated in both *ColX* ^*N617K*^ versus wildtype, and *C/X* versus *Xbp1* ^*CartΔEx2*^. *Gadd45b* was significantly downregulated in *ColX* ^*N617K*^ versus wildtype; in *C/X* versus *Xbp1* ^*CartΔEx2*^ downregulation of *Gadd45b* did not reach statistical significance. The qPCR expression profiles were broadly consistent with our microarray data for the same genes (S1 and S3 Tables). 

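The array probes for these genes were read on all 12 arrays. Ddit3, the gene of CHOP (ILMN_2652909), had a normalized log2 intensity of 10.80 ± 0.33 (SD, n = 3 mice) in wildtype, 9.63 ± 0.46 in Xbp1CartΔEx2, 13.18 ± 0.30 in ColXN617K and 13.37 ± 0.08 in C/X. Its log2 fold change was 2.38 (standard error 0.26, adjusted p = 5.21e-05, limma) in ColXN617K versus wildtype and 3.74 (standard error 0.26, adjusted p = 2.19e-06, limma) in C/X versus Xbp1CartΔEx2. Mmp13 (ILMN_2737685) had 13.95 ± 0.29 (SD, n = 3 mice) in wildtype, 14.38 ± 0.12 in Xbp1CartΔEx2, 11.59 ± 0.48 in ColXN617K and 12.07 ± 0.48 in C/X. Its log2 fold changes in the same comparisons were -2.36 (standard error 0.29, adjusted p = 1.08e-04, limma) and -2.32 (standard error 0.29, adjusted p = 1.32e-04, limma). In Xbp1CartΔEx2 above all, this probe read close to the top of the normalized scale, which can make the falls too small. Cdkn1c, the gene of p57Kip2 (ILMN_2708203), had 14.48 ± 0.12 (SD, n = 3 mice) in wildtype, 14.57 ± 0.03 in Xbp1CartΔEx2, 14.54 ± 0.06 in ColXN617K and 13.54 ± 0.24 in C/X. Its log2 fold change was 0.06 (standard error 0.18, adjusted p = 0.815, limma) in ColXN617K versus wildtype, where the probe read near the top of the normalized scale (14.61), so a fall there is not excluded. It was lower in C/X versus Xbp1CartΔEx2, with -1.03 (standard error 0.18, adjusted p = 0.00115, limma), a value that the nearness to the top of the scale in Xbp1CartΔEx2 can make too small, and this met the criteria in 24 of 27 planned settings. No tested probe carried the symbol Runx2. Atf4 had a log2 fold change of 0.76 (standard error 0.22, adjusted p = 0.0233, limma) in ColXN617K versus wildtype and 0.69 (adjusted p = 0.0381, limma) in C/X versus Xbp1CartΔEx2, below the criteria in both. The 9 measured genes of this group, tested together, had medians of 0.06 and -0.06 in these comparisons (adjusted p = 0.959 and 0.836, fry), with 2 genes higher in each and 2 and 3 lower. Their mean was -0.16 in the first, where fry gave an upward move that cyclic loess normalization turned downward, and in the second fry gave an upward move with a mean of -0.03, which also turned. The paper proposes that C/EBP-β activity is inhibited after transcription, together with lower expression of its co-factors. It draws on the qPCR and array profiles, ATF4 immunofluorescence, and earlier reports on CHOP and on mice without Cebpb.

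**Figure D2:**
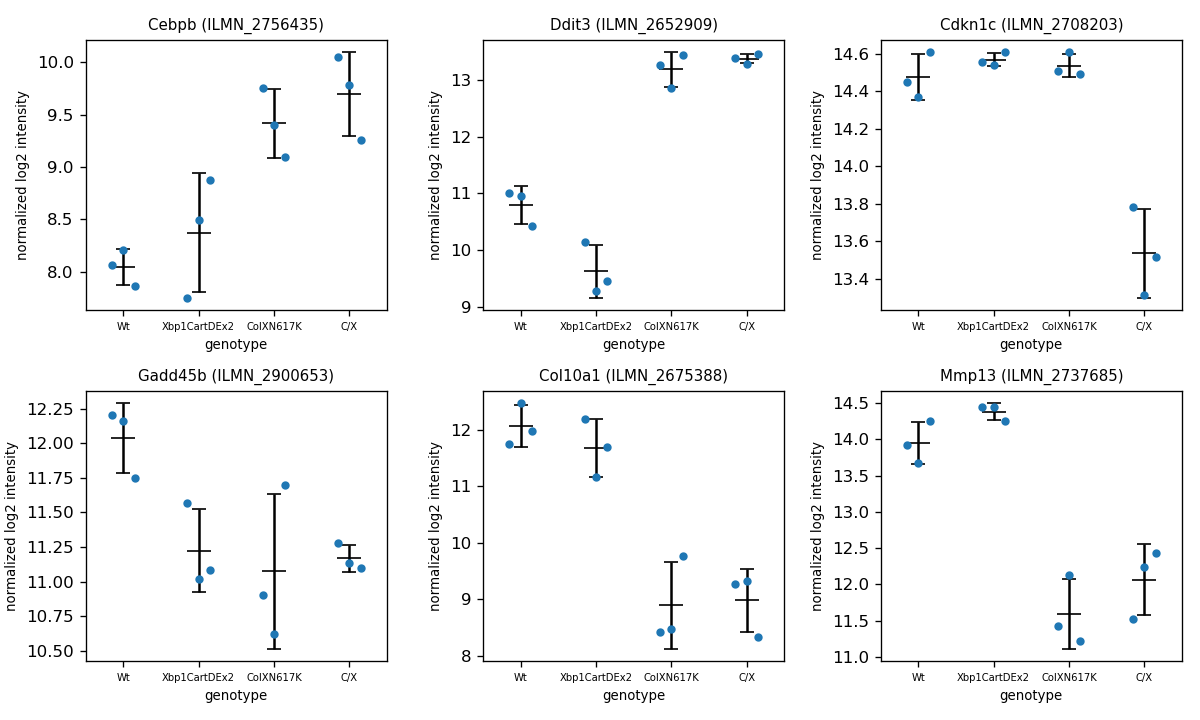
Normalized log2 intensity of Cebpb, Ddit3, Cdkn1c, Gadd45b, Col10a1 and Mmp13 by genotype. Each point is 1 of the 12 arrays, and the bars show the mean and SD of the 3 mice of a genotype. The points of Ddit3 and Cebpb are higher, and those of Col10a1 and Mmp13 lower, in ColXN617K and C/X than in wildtype and Xbp1CartΔEx2. For Cebpb the gap is narrow, from 8.87 in Xbp1CartΔEx2 to 9.09 in ColXN617K.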

Overall our results support the hypothesis that C/EBP-β transcriptional activity is inhibited as a result of post-transcriptional inhibition of C/EBP-β, rather than reduced expression of *Cebpb* mRNA, coupled with ER stress-dependent down-regulation of C/EBP-β transcriptional co-factors, GADD45-β and RUNX2.

**Fig 7:**
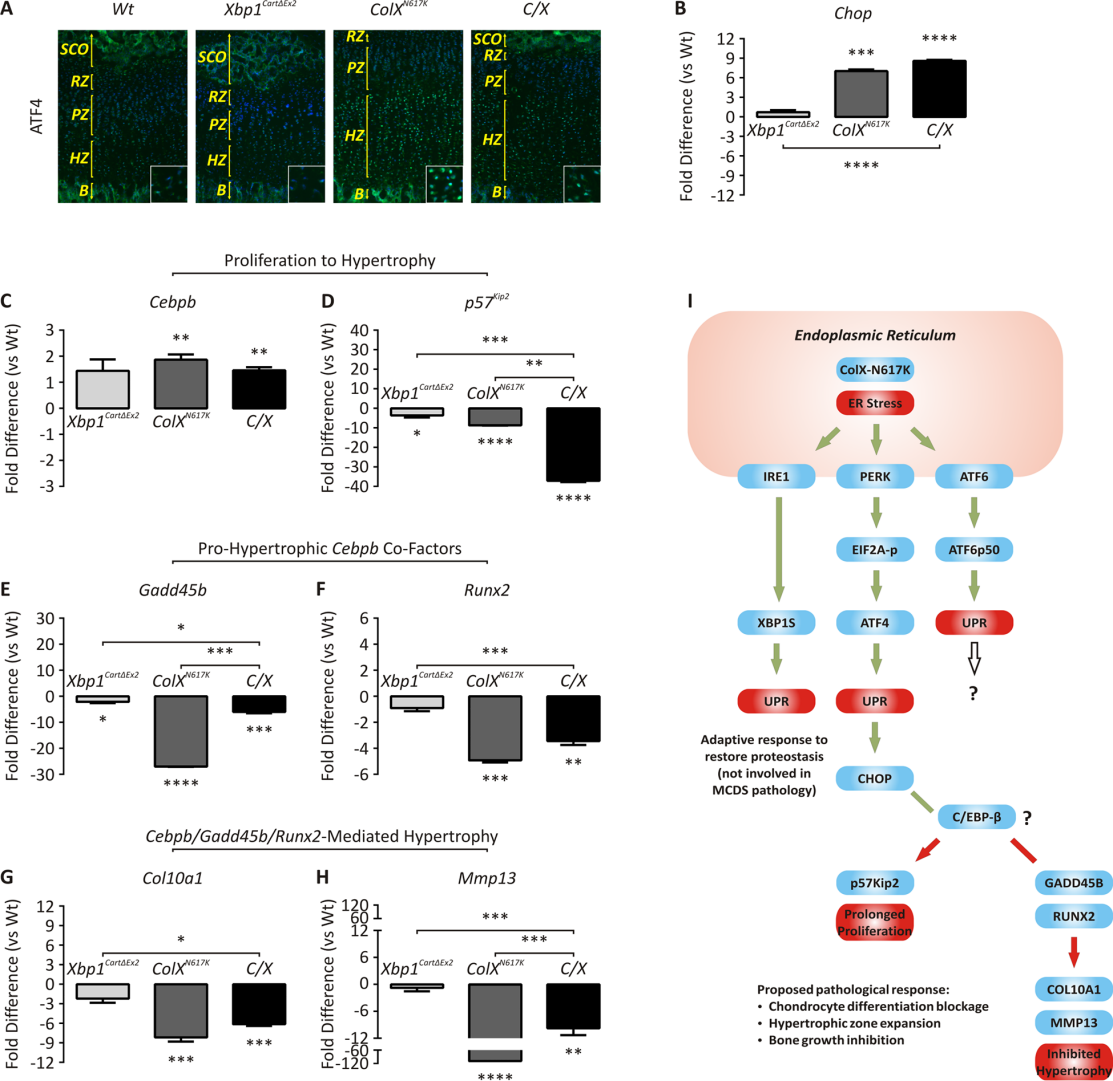
Dysregulated expression of genes involved in ER stress and chondrocyte differentiation. *(A)* Immunofluorescent analysis for ATF4 in tibial epiphyseal cryosections from 2 week wildtype (*Wt*), *Xbp1* ^*CartΔEx2*^, *ColX* ^*N617K*^ and *C/X* mice; B—Bone; HZ—Hypertrophic Zone; PZ—Proliferative Zone. *(B-H)* qPCR with primers specific for *(B) Chop*, *(C) Cebpb*, *(D) p57* ^*Kip2*^, *(E) Gadd45b*, *(F) Runx2*, *(G) Col10a1*, and *(H) Mmp13* on cDNA derived from *Wt*, *Xbp1* ^*CartΔEx2*^, *ColX* ^*N617K*^ and *C/X* hypertrophic zone aRNA. Plots depict mean fold differences with standard deviation from the mean; N = 3; statistical analysis performed using Student’s *t* test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. *(I)* Schematic diagram of proposed model to explain the molecular pathology of MCDS. Blue boxes depict genes. Red boxes depict biological processes. Green arrows depict activation or up-regulation. Red arrows depict inactivation or down-regulation. Green lines depict increased interaction between proteins. Red lines depict decreased interaction between proteins.

## Discussion

We and others have previously demonstrated that ER stress induced by expression of misfolding proteins in the mouse growth plate hypertrophic zone is sufficient to phenocopy MCDS [11]. Characterization of the molecular pathology of these mouse models of MCDS demonstrated that a canonical UPR is initiated involving activation of each of the canonical ER stress sensors that ultimately impairs bone growth by disrupting chondrocyte differentiation [11,12]. Here we demonstrate surprising redundancy of the IRE1/XBP1 signaling pathway in the MCDS UPR by showing that ablation of XBP1 signaling from chondrocytes in a mouse model of MCDS has no effect on the overall severity of the disease phenotype.

It has been reported previously that by comparison with ATF6 and PERK, the XBP1 pathway regulates the differential expression of only a small subset of ER stress-responsive genes in mammalian cells [23,24]. This raises the question of what purpose the IRE1/XBP1 pathway serves in the cartilage UPR, and what genes it controls. To assess the contribution of the IRE1/XBP1 pathway to the MCDS UPR, we used a transcriptional profiling approach to interrogate gene expression in hypertrophic zones microdissected from our MCDS mutant mouse models. We identified 886 probes indicating significant differential gene expression between *ColX* ^*N617K*^ and wildtype in an XBP1-dependent manner. Given the impact of XBP1 at the transcriptional level when activated in response to chondrocyte ER stress and the effects its activation can have on the secretory capacity of the cell, and considering that cartilage-specific inactivation of XBP1 leads to a mild dwarfism characterized by hypertrophic zone shortening [14], it is surprising that XBP1 is pathologically redundant in MCDS.

In addition to regulating the activity of XBP1, IRE1 activated during ER stress may also influence gene expression by degrading transcripts encoding membrane-bound and secreted proteins through regulated IRE1 dependent decay (RIDD) [25] and promote apoptosis via phosphorylation of JNK [26]. 

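Of 13 genes listed as mammalian targets of RIDD, 9 were measured. Represented by their brightest probe, 1 was differentially expressed and lower in ColXN617K versus wildtype, and the same number in C/X versus Xbp1CartΔEx2. Both times it was Scara3, which in the first comparison did not pass when adjusted over the list alone. The median log2 fold change of the list was -0.44 in ColXN617K versus wildtype (adjusted p = 5.00e-05, fry; 0.490 with camera), where the direction turned upward with median scaling, and -0.19 in C/X versus Xbp1CartΔEx2 (adjusted p = 6.46e-05, fry; 0.557 with camera), which did not pass with median scaling (adjusted p = 0.587, fry). Scara3 had a normalized log2 intensity of 9.65 ± 0.79 (SD, n = 3 mice) in wildtype, 10.72 ± 0.51 in Xbp1CartΔEx2, 7.92 ± 0.69 in ColXN617K and 7.29 ± 0.24 in C/X. The fall in ColXN617K versus wildtype, with a log2 fold change of -1.72 (standard error 0.42, adjusted p = 0.00902, limma), met the criteria in 10 of 27 planned settings and in 2 of the 12 that leave out an array. The fall in C/X versus Xbp1CartΔEx2, with -3.43 (standard error 0.42, adjusted p = 1.15e-04, limma), met them in 26. Sparc was read by 3 probes that did not move alike. ILMN_1243212 had log2 fold changes of -1.50 (standard error 0.33, adjusted p = 0.00495, limma) and -1.42 (adjusted p = 0.00728, limma) in these comparisons, met in 17 and 13 of 27 planned settings, and -2.55 (adjusted p = 0.00114, limma) in Xbp1CartΔEx2 versus wildtype. ILMN_3059326 had -3.63 (standard error 0.24, adjusted p = 1.43e-06, limma) and -0.86 (adjusted p = 0.0176, limma). ILMN_3136561, the brightest, had -0.67 (standard error 0.19, adjusted p = 0.020, limma) and -0.41 (adjusted p = 0.144, limma).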

Of the established mammalian targets of RIDD, only *Scara3* and *Sparc* were downregulated in both *ColX* ^*N617K*^ versus wildtype (S1 Table) and *C/X* versus *Xbp1* ^*CartΔEx2*^ (S3 Table), suggesting that RIDD does not have a significant role in the pathology of MCDS. Whether or not JNK is phosphorylated during ER stress in *ColX* ^*N617K*^ or *C/X* chondrocytes is unknown. Nevertheless, our study is the first to reveal dysregulated cell death as a feature of the pathology of MCDS. Previously we [12] and others [27] reported that apoptosis was not increased above wildtype levels in the hypertrophic zones of mouse models of MCDS up to 10 days of age. It is uncertain why a significant increase in the rate of ER stress-induced apoptosis was apparent in *ColX* ^*N617K*^ and *C/X* by two weeks of age but not earlier. A steady trajectory in the post-natal growth rate of the *ColX* ^*N617K*^ mouse was observed until 3 weeks of age, where it increased markedly to reach its peak between three to four weeks [11]. Thus, it is unlikely that the delay in ER stress-induced apoptosis in these mice until two weeks of age is attributable to significant growth-related increases in ER protein load at this time. An alternative possibility is that the delay might coincide with increased physical activity of the mice, implying that the fate of ER-stressed chondrocytes in the *ColX* ^*N617K*^ and *C/X* hypertrophic zones may be influenced by biomechanical force. Favouring a mechanism involving the combined influence of ER stress and biomechanical strain, we observed skewing in the antero-posterior distribution of apoptotic chondrocytes in the hypertrophic zones of both *ColX* ^*N617K*^ and *C/X* such that significantly more apoptotic chondrocytes were present closer to the periosteum than in the central portion of the growth plate. Moreover the bowing of weight-bearing long bones and *coxa vara* observed in human MCDS and mouse models [28] also points towards biomechanical stresses influencing endochondral bone development in this disease, in addition to ER stress. The onset of hypertrophic zone expansion and ER stress well before the increase in apoptosis in MCDS [11,12,27,29] indicates that ER stress-induced cell death is not a central feature of the disease pathology. Moreover, our data suggest that the proposal that the UPR in MCDS is adaptive and permits cell survival by alleviating the stress [27] may be restricted to early stages of cartilage development and maturation.

We and others have demonstrated previously that ATF6 is proteolytically cleaved [11] and eIF2α phosphorylated [12] in mouse models of MCDS, implying activation of ATF6 and PERK respectively. Our transcriptomic analyses (S1 and S3 Tables) corroborate these findings, with ATF6 targets including *BiP*, *Creld2*, *Derl3*, and *Grp94* [30], PERK/ATF4/CHOP targets including *Aldh1l2*, *Aldh18a1*, *Angptl6*, *Clcn3*, *Cdsn*, *Cyb5r1*, *Cxad2*, *Erlin1*, *Fads3*, *Gpt2*, *Hspa9*, *Iars*, *Leprotl1*, *Mthfd2*, *Nars*, *Otub2*, *Ppp1r15a*, *Sars*, *Slc7a11*, *Steap1*, *Vldlr*, *Wars*, *Xpot*, and *Zfp238* [8,31], and *Erp72*, *Grp58*, *Herpud1*, and *Pig-A*, which are recognised as targets of both ATF6 and PERK, all upregulated in *ColX* ^*N617K*^ and *C/X* versus wildtype. Thus, we cannot definitively discriminate the relative contributions of ATF6 versus PERK to the IRE1/XBP1-independent effects of ER stress in MCDS chondrocytes, since both pathways seem to be activated strongly.

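These targets were tested as 3 lists taken from the paper, which named them from these arrays, so they are not independent evidence. The 4 ATF6 targets were all higher in ColXN617K versus wildtype, with a median log2 fold change of 2.19 (adjusted p = 8.43e-06, fry; 0.0690 with camera). In C/X versus wildtype 3 of the 4 met the criteria, and 4 when adjusted over the list alone, with a median of 1.87 (adjusted p = 2.18e-05, fry; 0.0742 with camera). Hspa5, the gene of BiP, had 9.61 ± 1.01 (SD, n = 3 mice) in ColXN617K, 8.73 ± 0.94 in C/X and 6.84 ± 0.23 in wildtype as normalized log2 intensity. Its log2 fold change was 2.77 (standard error 0.49, adjusted p = 0.00123, limma) in ColXN617K and 1.89 (standard error 0.49, adjusted p = 0.0137, limma) in C/X versus wildtype, and the latter met the criteria in 5 of 27 planned settings. Hsp90b1, the gene of Grp94, rose by 1.93 and 1.85 on the log2 scale. Of the PERK, ATF4 or CHOP targets 23 were measured and Cxad2 was not found under that name. In ColXN617K 21 of the 23 were higher, and in C/X 22, the same numbers as when adjusted over the list alone. The medians were 2.05 and 1.71 (adjusted p = 8.13e-07 and 1.18e-06, fry). Hspa9 had a log2 fold change of 0.98 in ColXN617K at its brighter probe, under the fold difference of 2, and 1.11 in C/X, while its other probe rose by 1.48 and 1.46 on the log2 scale and met the criteria in both. The brighter probe read close to the top of the normalized scale in the mutants, where a rise can come out too small. Zfp238, now named Zbtb18, was read by 3 probes, with log2 fold changes of -0.74, 0.86 and 0.63 in ColXN617K and -0.48, 0.59 and 1.20 in C/X, which did not meet the criteria. The 4 targets of both ATF6 and PERK had a median of 2.08 in ColXN617K, where all 4 were higher, and 1.12 in C/X, where 3 were, also when adjusted over the list alone (adjusted p = 1.42e-05, fry; 0.0750 with camera). Between ColXN617K and C/X their median was 0.55 (adjusted p = 0.00234, fry; 0.606 with camera and 0.387 with median scaling), with 1 of the 4 higher, also when adjusted over the list alone. The 4th was Herpud1. Its brightest probe rose in C/X by 0.85 (adjusted p = 0.0144, limma) on the log2 scale and its other probe by 1.29 (adjusted p = 0.00456, limma). In Xbp1CartΔEx2 versus wildtype the PERK targets had a median of 0.12 (adjusted p = 0.526, fry).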

We identified a cohort of 688 probes indicating XBP1-independent differential gene expression between our collagen X mutant mice and their respective controls. As with the XBP1-dependent cohort, several subsets were associated with processes and machinery designed to improve protein folding. Conspicuously, we also identified large subsets associated with angiogenesis, glycoproteins and the extracellular matrix. Subsequent partitioning of the XBP1-independent probes into subsets corresponding to up-regulated genes or down-regulated genes revealed that most of the genes associated with organelles or functions predicted to enhance protein folding were up-regulated in *ColX* ^*N617K*^ and *C/X* compared with controls, while most of the genes encoding markers of angiogenesis, glycoproteins, extracellular matrix molecules, and proteins associated with skeletal system development were down-regulated in the collagen X mutants compared with their respective controls. As with previous studies proposing UPR-mediated transcriptional suppression of physiological gene networks as a critical consequence of ER stress in other disease contexts [32–34], so too our results suggest a pattern of ER stress-induced disruption to growth plate maturation in MCDS through transcriptional suppression of genes encoding secreted proteins, including components of the cartilage extracellular matrix.

Several lines of evidence point towards the UPR interfering with chondrocyte differentiation by post-translational interruption of C/EBP-β. Various studies have implicated C/EBP-β as a key regulator in the transition of chondrocytes from proliferation to hypertrophy. *Cebpb* ^-/-^ mice were characterized by dwarfism involving elongation of the growth plate proliferative zone and delayed chondrocyte hypertrophy [16]. Proliferative zone elongation in these mice was due to reduced expression in the pre-hypertrophic zone of *p57* ^*Kip2*^, a gene identified as a transcriptional target of C/EBP-β that encodes a cyclin-dependent kinase inhibitor important for the exit of chondrocytes from cell division [16,35]. In addition to driving the expression of *p57* ^*Kip2*^, C/EBP-β represses the expression of *Sox9* and *Col2a1*, both important markers of chondrocyte proliferation [18]. Thus, C/EBP-β appears to have dual roles as a transcription factor controlling chondrocyte proliferation, switching off the expression of genes involved in maintaining the proliferative phenotype and switching on the expression of genes involved in terminating chondrocyte proliferation.

As well as promoting the exit of chondrocytes from their proliferative program, C/EBP-β also actively promotes the entry of chondrocytes into hypertrophy. It has been shown that C/EBP-β co-localizes in the growth plate hypertrophic zone with GADD45-β and collagen X [20], and that it acts cooperatively with GADD45-β to regulate *Col10a1* and *Mmp13* expression [20,21]. MMP13 is critical for endochondral ossification, since *Mmp13*-null mice are characterized by hypertrophic zone expansion, reduced collagen turnover, and delayed ossification [36]. In addition to GADD45-β, RUNX2 has also been implicated as a transcriptional co-factor of C/EBP-β. The *Cebpb* ^-/-^ mouse dwarfism phenotype was significantly exacerbated when crossed with a heterozygous *Runx2* knockout mouse to generate *Cebpb* ^-/-^;*Runx2* ^+/-^, in which impaired cartilage remodelling through loss of *Mmp13* expression resulted in elongation of the hypertrophic zone, in addition to the elongated proliferative zone seen in *Cebpb* ^-/-^ [17]. Thus, C/EBP-β actively promotes chondrocyte hypertrophy and growth plate matrix remodelling and turnover by interacting cooperatively with GADD45-β and RUNX2 to drive the expression of key markers of terminal chondrocyte maturation including *Col10a1* and *Mmp13*.

Histomorphometric and expression profiling data in this and previous studies [11,12,27] are consistent with inhibition of C/EBP-β activity in *ColX* ^*N617K*^ and *C/X* growth plates. The hypertrophic zone expansion we have observed in *ColX* ^*N617K*^ [11,12] and *C/X*, the manner in which growth plate zone gene signatures were dysregulated in *ColX* ^*N617K*^ and *C/X*, and the down-regulation of key C/EBP-β transcriptional targets, *p57* ^*Kip2*^, *Col10a1*, and *Mmp13* observed here and previously [27] are all highly reminiscent of the skeletal phenotypes reported for the *Cebpb* ^-/-^ and *Cebpb* ^-/-^;*Runx2* ^+/-^ mice [16,17]. Moreover, the mis-expression of SOX9 and *Col2a1* in the 13del collagen X transgenic mouse is consistent with suppressed C/EBP-β activity in the MCDS growth plate [27]. 

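On the arrays Cebpb (ILMN_2756435) had a normalized log2 intensity of 8.05 ± 0.17 (SD, n = 3 mice) in wildtype, 8.37 ± 0.57 in Xbp1CartΔEx2, 9.42 ± 0.33 in ColXN617K and 9.70 ± 0.40 in C/X. Its log2 fold change was 1.37 (standard error 0.30, adjusted p = 0.00506, limma) in ColXN617K versus wildtype, where every mutant mouse lay above every wildtype mouse. The criteria were met in 18 of 27 planned settings and in 7 of the 12 that leave out an array. Against Xbp1CartΔEx2, C/X mice had a log2 fold change of 1.32 (standard error 0.30, adjusted p = 0.00646, limma), met in 14 of 27 planned settings and in 5 of the 12 that leave out an array. In C/X versus wildtype it was 1.65 (standard error 0.30, adjusted p = 0.00196, limma), met in 22 of 27.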

Crucially however, the expression of *Cebpb* itself was not significantly down-regulated in the hypertrophic zones of either *ColX* ^*N617K*^ or *C/X*, implying that disruption to C/EBP-β activity in these mice must have occurred post-transcriptionally. 

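Gadd45b was read by a pair of probes on the arrays. The brighter one, ILMN_2900653, had a normalized log2 intensity of 12.04 ± 0.25 (SD, n = 3 mice) in wildtype, 11.22 ± 0.30 in Xbp1CartΔEx2, 11.07 ± 0.56 in ColXN617K and 11.17 ± 0.10 in C/X. Its log2 fold change was -0.96 (standard error 0.27, adjusted p = 0.0195, limma) in ColXN617K versus wildtype, just under a fold difference of 2. Between C/X and Xbp1CartΔEx2 it was -0.06 (standard error 0.27, adjusted p = 0.920, limma), and in Xbp1CartΔEx2 versus wildtype -0.81 (standard error 0.27, adjusted p = 0.0977, limma). Of 27 planned settings, 2 met the criteria in ColXN617K versus wildtype, with array weights and without ColXN617K replicate 3. The dimmer probe, ILMN_1246065, had -0.21 (standard error 0.38, adjusted p = 0.700, limma) in ColXN617K versus wildtype and 0.26 (standard error 0.38, adjusted p = 0.692, limma) in C/X versus Xbp1CartΔEx2.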

The down-regulation of *Gadd45b* and *Runx2* that we observed in *ColX* ^*N617K*^ and *C/X* relative to their controls is expected to have depleted the availability of C/EBP-β transcriptional co-factors required to promote hypertrophy in these mutants, and may thus have contributed to the elongation of their hypertrophic zones, as well as the dwarfism characteristic of each model. Nevertheless, that neither *Runx2* ^+/-^ nor *Cebpb* ^*+/-*^;*Runx2* ^*+/-*^ mice display a skeletal phenotype [17] suggests that partial depletion of hypertrophy-dependent C/EBP-β transcriptional co-factors alone is insufficient to disrupt bone growth in the manner we have observed in *ColX* ^*N617K*^ and *C/X*. Rather, it suggests that loss of C/EBP-β activity itself, is also required. Moreover, while the depletion of GADD45-β and RUNX2 coupled with inactivation of C/EBP-β may have contributed to the delayed onset of chondrocyte hypertrophy, there is no evidence to suggest that it is in any way connected with the reduction in *p57* ^*Kip2*^ expression, and associated mis-expression of proliferative zone signature genes that we observed in the *ColX* ^*N617K*^ and *C/X* hypertrophic zones. Thus it would appear that besides the depletion of GADD45-β and RUNX2, the UPR must interfere with C/EBP-β activity by other means as well.

Another mechanism by which C/EBP-β activity might be impaired in the growth plates of *ColX* ^*N617K*^ and *C/X* mice is through interaction with CHOP, which was induced in both mutants as a consequence of increased ATF4 expression. It has been shown that the transcriptional activity of C/EBP transcription factors can be attenuated by CHOP [22]. Other work has demonstrated that a consequence of prolonged UPR activation resulting from chemically induced ER stress in mice compromised by genetic inactivation of either of various components of the UPR, is transcriptional suppression of metabolic gene expression networks in the liver leading to hepatic steatosis, at least partially through the inhibition of C/EBP-α by CHOP [33,34]. These studies provide a precedent for disrupted cell differentiation *in vivo* by inhibition of C/EBP proteins by CHOP following ER stress. Thus we expect that in addition to ER stress-induced down-regulation of *Gadd45b* and *Runx2*, inhibition of C/EBP-β by CHOP probably contributes to the down-regulation of C/EBP-β transcriptional targets we observed in *ColX* ^*N617K*^ and *C/X*. Expression of CHOP is understood to be a later event in the kinetics of UPR activation [37]. Supporting this, *in situ* analysis of UPR protein expression in the 13del collagen X transgenic mouse indicated that CHOP is activated relatively late in the MCDS UPR, after the onset of stress indicated by expression of the spliced form of XBP1 at the top of the mutant hypertrophic zone [27]. The delayed inhibition of C/EBP-β following the onset of ER stress may explain the observation from several MCDS mouse models that hypertrophic differentiation begins to proceed briefly before being interrupted and appearing to revert in response to UPR induction [11,27].

In all, these findings have led us to propose a model to explain the pathology of MCDS as follows. The onset of chondrocyte hypertrophy in MCDS is marked by the expression of misfolding collagen X, leading to ER stress. Each of the canonical ER stress-sensing pathways is activated. Through the combined, XBP1-independent effects of ER stress-induced up-regulation of CHOP and down-regulation of *Gadd45b* and *Runx2*, C/EBP-β transcriptional activity is inhibited. Consequently, the stressed chondrocytes maintain or reactivate the expression of proliferative chondrocyte markers, and fail to express several key markers of terminal chondrocyte maturation, leaving the cells in a proliferative chondrocyte-like state. The collective consequences of these inputs are disruption to cartilage remodelling, vascularisation, and mineralisation, leading to hypertrophic zone expansion and dwarfism. This is the first study to our knowledge to provide evidence consistent with disruption to C/EBP-β-mediated gene transcription by ER stress in the pathology of a model of human disease. Moreover, it adds to the growing body of evidence arguing for the importance of CHOP in modulating the expression of physiological gene networks regulated by C/EBP transcription factors during ER stress [32–34].

## Materials and Methods

### Generation of *C/X* mice

*Col10a1* p.Asn617Lys mice (*ColX* ^*N617K*^) [11] were crossed with mice in which *Xbp1* mRNA is inactivated by the Cre recombinase-mediated deletion of exon 2 in *Col2a1*-expressing cells (*Xbp1* ^*CartΔEx2*^) [14] to generate the compound mutant, *Col10a1* p.Asn617Lys/*Xbp1* ^*CartΔEx2*^ (*C/X*). These mice were viable, fertile and bred normally and were housed under pathogen-free conditions. All animal studies were approved by the Murdoch Childrens Research Institute Animal Ethics Committee (Approval numbers AEC#718 and #787). Genotyping was performed as previously described [11,14]. As previously [14], RT-PCR and sequencing were subsequently performed on cartilage RNA as described to confirm deletion of *Xbp1* exon 2 in *C/X* chondrocytes.

### Skeletal preparations and morphometry

Morphometric analyses were performed on skeletal preparations following Alcian blue/ Alizarin red staining as described [14].

### Histology and immunofluorescence

Histology was performed on 10μm neutral buffered formalin-fixed cryosections of proximal tibial epiphyses from two week old wildtype, *ColX* ^*N617K*^, *Xbp1* ^*CartΔEx2*^, or *C/X* mice. Toluidine blue staining [12] and immunofluorescent analyses using antibodies specific for collagen II or collagen X [14] were performed as described. Immunofluorescent analysis of ATF4 expression was performed using 1:100 rabbit anti-human ATF4 antibody (D4B8; Cell Signaling Technology) and an appropriate fluorescent secondary antibody (10μg/ml; Molecular Probes, Life Technologies), as follows. Prior to antigen retrieval, all sections were incubated for 10 min at room temperature in PBS, 0.2% Triton X-100 (Sigma-Aldrich). For ATF4 antigen retrieval, sections were incubated for 10 min at room temperature in 1% SDS (Sigma Aldrich) in PBS. All immunofluorescence sections were counterstained and mounted using VECTASHIELD Mounting Medium with DAPI (Vector Laboratories, Inc), and visualized by fluorescent microscopy with an Axio Imager M1 fluorescent microscope (Zeiss).

### Cell death

TUNEL was performed with the In Situ Cell Death Detection Kit, Fluorescein (Roche) to detect DNA fragmentation in cells undergoing programmed cell death as described [12].

### Microdissection of hypertrophic zones, RNA isolation and amplification

Hypertrophic zones were microdissected, and RNA isolated and amplified from one proximal tibial growth plate from each of three two week old wildtype, *ColX* ^*N617K*^, *Xbp1* ^*CartΔEx2*^, and *C/X* as described [14]. The yield and integrity of all samples were validated as appropriate with a Qubit 2.0 fluorometer (Invitrogen), Nanodrop 1000 spectrophotometer, or a 2200 TapeStation (Agilent Technologies), using a High Sensitivity R6K Screen Tape Kit (Agilent Technologies). Each RNA validation procedure was performed according to the relevant manufacturer’s specifications.

### Expression profiling by qPCR and mouse whole genome microarray analysis

Quantitative PCR (qPCR) was performed on equal quantities of cDNA derived from tibial growth plate hypertrophic zone aRNA from two week old wildtype, *ColX* ^*N617K*^, *Xbp1* ^*CartΔEx2*^, and *C/X* mice using the LightCycler 480 Probes Master Kit (Roche Applied Science) on a LightCycler 480 II qPCR machine (Roche Applied Science) as described [12]. All aRNA samples were interrogated by microarray analysis using single-colour hybridisations to MouseWG-6_V2 whole genome microarrays according to the manufacturer’s specifications (Illumina).

Microarrays were analysed using the package Limma [38] from the statistical language R. Background correction and quantile normalization were performed using the necq function. Probes that did not have above background expression in at least three samples were removed from the analysis after normalisation. Probes that were classified as “bad” or “no match” from *illuminaMousev2*.*db* [39] were also removed. Self-contained gene set testing was performed using the ROAST [40] from the Limma package. Heatmaps were generated using heatmap.2 from the gplots R package.

### Statistical methods

All quantitative data were generated as stated in figure legends. All analyses were conducted using GraphPad QuickCalcs software (La Jolla, CA, USA).

## Supporting Information

S1 Fig Ontological analysis of XBP1-dependent genes. *(A)* all probes in cohort *ii* in Fig 5A, or those showing *(B)* up-regulation or *(C)* down-regulation, by Functional Annotation Clustering, using DAVID v6.7 software, and depicting representative gene ontology terms from each annotation cluster achieving an enrichment score (ES) ≥ 1.3.
(TIF)

S2 Fig Quantitative PCR of mutant and wildtype hypertrophic zones. qPCR with primers specific for *(A) Vegfa*, *(B) Hbb-b1*, *(C) Pthr1*, and *(D) Bmp8a* on cDNA derived from *Wt*, *Xbp1* ^*CartΔEx2*^, *ColX* ^*N617K*^, and *C/X* hypertrophic zone aRNA. Plots depict mean fold differences with standard deviation from the mean, N = 3, statistical significance was determined using Student’s *t* test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.
(TIF)

S1 Table *C/X* vs *Wt* differentially expressed genes.

S2 Table *Xbp1* ^*CartΔEx2*^ vs *Wt* differentially expressed genes.

S3 Table *ColX* ^*N617K*^ vs *Wt* differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

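RNA from microdissected hypertrophic zones of the proximal tibial growth plate was amplified by the authors and hybridised to Illumina MouseWG-6 v2 arrays, 12 in all, with 3 mice of each of 4 genotypes (wildtype, Xbp1CartΔEx2, ColXN617K and C/X) at 2 weeks of age and 1 array per mouse. The authors deposited an intensity and a detection score for 45281 probes per array, and normalized values for 11338 probes. The intensities are on a linear scale, from 96.7 on the dimmest probe of an array to 30075 on the brightest, with array medians of 221.3 to 584, and no background correction or normalization was found in them. The detection score is headed as a p value but is high for bright probes, so it was read as 1 minus the p value. The normalized values are on the log2 scale, with array medians of 8.29 to 8.31.

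All values come from the intensities. They were processed with neqc of limma 3.58.1 in R 4.3.3 (normexp background correction with the negative control intensities inferred from the detection scores, quantile normalization, offset 16). The result differed from the authors' normalized values by at most 0.0339 on the log2 scale, and 76.6% of the values were within rounding. Probes with a score above 0.95 on at least 3 arrays were kept, 12023 in all, of which 11109 are among the authors' normalized values. The paper's removal of probes classed as bad or without a match could not be repeated. Gene symbols came from the annotation of the array platform, with 10069 probes under 1 symbol and 5 under several, and 2157 tested probes stayed unnamed. The model had a mean for each genotype and 6 contrasts, which were the mutants against wildtype, C/X against Xbp1CartΔEx2, ColXN617K against C/X and the interaction. Empirical Bayes moderation used 8 residual degrees of freedom and a prior of 4.28, and p values were adjusted by the Benjamini-Hochberg method within each contrast. A probe passed at a fold difference of at least 2 and an adjusted p of 0.01 or less. The XBP1-independent and XBP1-dependent cohorts were formed from the 3 contrasts against wildtype as in the paper.

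Gene lists were tested with fry and camera of limma, adjusted over the 36 lists, with a threshold of 0.05 on the adjusted p, and over-representation with Fisher's exact test. The genes named in the text were set by a rule before the data were examined. It takes the 10 largest changes in each direction of each contrast among probes that passed, that do not overlap between groups and that have a symbol, with 1 probe per gene, and every gene the paper names. It adds members of a list as examples, and Xbp1 and Col10a1 on every array. The paper's own tables, with their fold changes, had been read by then.

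The share of detected probes per array, 17.1% to 28.4%, sets which genes can be measured. In simulated data of the same size, 0, 8, 90 and 98% of 50 changed probes were recovered at folds of 1.5, 2, 4 and 8, and 2 of 11823 unchanged probes passed. A fold of 1.5 is under the minimum of 2, so the 0% there follows largely from the criteria. The list test, fry, called the 1 list that was shifted, by 1 on the log2 scale, and 0 others. The simulated probes were drawn independently of one another. This does not show how often fry calls lists whose genes are correlated.

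Alternatives set before the data were examined were no background correction, an offset of 50, cyclic loess, scaling by array medians, no filter, a detection p under 0.01, detection on all arrays of a genotype, a model with 2 genotypes, array weights, trended and robust moderation, the authors' normalized values, replicate number as a block (by the number in the sample title or in the sample description), an adjusted p of 0.05, no fold minimum, the mean of all probes of a gene, camera, and leaving out each array in turn. Robust moderation used statmod 1.5.0. A pair was chosen after seeing the data, a detection p of 0.05 with scores of 0.95 kept, and ColXN617K replicate 3 and C/X replicate 3 both left out. The annotation clusters of DAVID, the published zone signatures and the qPCR, protein and histological data were not analysed here.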

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

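The tests on fewer endothelial cells, on swapped labels and on cells of other types were chosen only after the results they concern had been seen, as was the choice of which lists lie outside what the paper discusses.

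The effect of the collagen X mutation differed with and without XBP1 at 205 of 12023 probes (interaction, fold difference of at least 2 and adjusted p of 0.01 or less, limma), 115 higher and 90 lower, with an unadjusted p under 0.05 at 2901. The count rests on every array. It was 58, 61 and 101 without wildtype replicates 1, 2 and 3, and 108, 54 and 49 without those of Xbp1CartΔEx2. It was 83, 85 and 796 without those of ColXN617K, and 57, 89 and 91 without those of C/X. In 100 regroupings of the 12 arrays the highest other count was 9. Regrouping mixes the genotypes and widened the median residual SD from 0.346 to at least 0.429, so whether chance gives the count stays open. Median scaling left 1 probe.

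Among the genes named by the rule, 16 passed the interaction test on 3 mice per genotype. The interaction was negative in Anxa4 (-6.14, adjusted p = 0.00142), Cxcl1 (-5.11, adjusted p = 0.00252), Pdpn (-4.23, adjusted p = 0.00648), Mak16 (-3.62, adjusted p = 0.00116) and Tmem87a (-3.54, adjusted p = 0.00166). It was also negative in the Aldh1l2 probe ILMN_2898319 (-3.36, adjusted p = 0.00935), Glrx (-2.85, adjusted p = 0.00935), Adgrf5 (-2.55, adjusted p = 5.43e-04), Tlcd4 (-2.34, adjusted p = 0.00129) and Gldc (-1.67, adjusted p = 0.00935). The other tested probes of Aldh1l2 did not pass, and the mean values of ILMN_1244746 give an interaction of the opposite sign. It was positive in Cd3eap (4.08, adjusted p = 5.55e-04), Hbb-b2 (3.58, adjusted p = 0.00142), Fn1 (3.5, adjusted p = 8.71e-04), Eif5a (3.35, adjusted p = 0.00374), Msi2 (3.22, adjusted p = 0.00276) and the Sparc probe ILMN_3059326 (2.76, adjusted p = 0.00143). The values of 3 of these genes were low where a further fall would have to show, with means of 5.71 for Hbb-b2 in Xbp1CartΔEx2 and 6.42 and 6.95 for Adgrf5 and Glrx in wildtype, while the lowest value of a tested probe was 5.53. Their interaction is therefore not read as a different effect of the collagen X mutation. In Anxa4 the log2 fold change was 2.74 in ColXN617K versus wildtype and -3.40 in C/X versus Xbp1CartΔEx2, and in Cd3eap it was -0.22 and 3.86.

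The direct comparison of ColXN617K with C/X, which the paper does not report, passed at 633 probes, 232 higher and 401 lower in ColXN617K, with 3507 at an unadjusted p under 0.05. It was 334, 328 and 1166 without ColXN617K replicates 1, 2 and 3, and 222, 397 and 368 without those of C/X. Among probes with a symbol the largest rise was in Cxcl1 and the largest fall in Actb (-3.86).

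Outside the pathways the paper discusses, 5 lists moved in ColXN617K versus wildtype and kept their direction under every scaling tried. The NRF2 and glutathione list, 8 genes of which Slc7a11 and Chac1 are also in other lists, rose by a median of 1.25 (adjusted p = 1.06e-05, fry; 0.0773 with camera), with 4 higher and 1 lower, also when adjusted over the list alone. The acute-phase and innate immune list of 6 genes rose by a median of 1.43 (adjusted p = 3.49e-06, fry; 0.0773 with camera), with 2 higher, or 3 adjusted over the list alone. Erythroid genes had a median of -2.64 over 6 genes (adjusted p = 8.00e-05, fry; 0.116 with camera), with 4 lower, which overlaps the haemoglobin gene that the paper measured by qPCR. In Xbp1CartΔEx2 versus wildtype the list had a median of -1.85 (adjusted p = 0.020, fry; 0.579 with camera), with 2 lower, or 3 adjusted over the list alone, and 1 of the 6 above 0. It did not pass there with a model with 2 genotypes or the description number as a block, nor without any 1 of the wildtype arrays, Xbp1CartΔEx2 replicate 2 or 3 or C/X replicate 2. Osteoclast genes had a median of -2.03 over 3 genes (adjusted p = 8.45e-04, fry; 0.161 with camera), all lower, and Mmp9 and Ctsk among them were bright. Macrophage genes had a median of -0.81 over 5 genes (adjusted p = 0.00123, fry; 0.233 with camera), with 2 lower, also when adjusted over the list alone, and with median scaling they did not pass (adjusted p = 0.180, fry).

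The endothelial markers fell in both collagen X mutants (15 of 16 in each versus wildtype, limma), while as a list they did not pass with camera (adjusted p = 0.116 in ColXN617K and 0.162 in C/X). In ColXN617K versus wildtype the brightest of them, Egfl7 and Cldn5, had log2 fold changes of -4.07 and -4.04. None of the 16 is in another list tested here. Quantile normalization as the whole cause is argued against. Scaling the arrays by their medians moved the tested probes up on balance in ColXN617K versus wildtype. With it the smaller of the median falls of the markers was still -2.23, in ColXN617K versus wildtype. In C/X versus Xbp1CartΔEx2 it was -3.56. Fewer endothelial cells in the dissected tissue may explain the fall, since 100% of the markers lay below -1 on the log2 scale in both comparisons. Less transcript per endothelial cell predicts the same, and the arrays do not tell these apart. The paper describes microdissection of the tissue and no sorting of cells.

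ColXN617K replicate 3 and C/X replicate 3 stand apart from the other arrays of their genotype. A swap of these arrays is argued against, because their difference correlated at 0.849 with that of the other ColXN617K and C/X arrays over the 1020 probes that differ between those, where a swap gives a negative value. A share of other cell types common to both is also argued against. The largest median rise that both showed in any of 8 cell type lists was 0.249 (macrophages). Each array also had rises of its own, endothelial (0.96) in C/X replicate 3, and neutrophil (1.01) and erythroid (0.93) in ColXN617K replicate 3. Weak arrays stay a candidate explanation, since 0 of the other 10 arrays had a smaller share of detected probes. The shares were 17.1% and 17.2% against 17.3% for the next array, which is of wildtype, so the margin is small. The biological difference between mice of a genotype was not tested.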

How the results depend on the processing

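A detection p of 0.05 with scores of 0.95 kept, and ColXN617K replicate 3 and C/X replicate 3 both left out, are the alternatives chosen only after the data were seen. The former kept every count below within 1.5 times. Counts are given for ColXN617K, C/X and Xbp1CartΔEx2 versus wildtype, C/X versus Xbp1CartΔEx2, ColXN617K versus C/X, the interaction, the XBP1-independent cohort, the XBP1-dependent cohort and its part that also differs between ColXN617K and C/X, in this order.

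Leaving out each array in turn gave 1205 to 2846, 881 to 1815, 36 to 470, 1015 to 1982, 222 to 1166, 49 to 796, 490 to 942, 618 to 1740 and 118 to 531 probes, and the highest of each range was without ColXN617K replicate 3. C/X versus Xbp1CartΔEx2 fell to 1015 without Xbp1CartΔEx2 replicate 3 and 1050 without C/X replicate 1. In these fits 2 arrays of a genotype remain, and the spread is pooled over the genotypes.

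Other alternatives moved these counts by more than 1.5 times, and the cause was not tested. No background correction gave 830, 685, 124, 808, 269, 354, 449 and 78, with the interaction within range. Median scaling gave 796, 305, 8, 401, 17, 1, 194, 599 and 8, and turned the balance of ColXN617K versus wildtype to 700 higher and 96 lower. Array weights gave 3557, 2370, 849, 2490, 1439, 2058, 1364, 1807 and 586, with weights of 38.7 for ColXN617K replicate 1 and 0.120 for ColXN617K replicate 3. A model with 2 genotypes has fewer degrees of freedom and gave 1029 in ColXN617K versus wildtype, 53 in ColXN617K versus C/X, and 461, 534 and 23 for the cohorts; it could not be fitted for the interaction. The replicate number of the sample description as a block gave 1065, 666, 86, 1001, 107 for the interaction and 377 for the XBP1-independent cohort. No filter, with more probes tested, gave 109, 383, 123 and 149 for Xbp1CartΔEx2 versus wildtype, ColXN617K versus C/X, the interaction and the last part, and an adjusted p of 0.05 gave 606, 1146, 879 and 411. With ColXN617K replicate 3 and C/X replicate 3 left out the counts were 3480, 2583, 693, 978 for ColXN617K versus C/X, 914 for the interaction, 1508, 1681 and 420. An offset of 50, cyclic loess, the stricter filters, trended and robust moderation, the authors' normalized values, no fold minimum and the replicate number of the title as a block stayed within 1.5 times for each count.

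The lists that moved were 26 to 28, 25 to 27, 0 to 7, 26 to 30, 2 to 5 and 0 to 1 on leaving out arrays. For Xbp1CartΔEx2 versus wildtype, 0 lists passed in fry without wildtype replicates 1 or 2, Xbp1CartΔEx2 replicates 2 or 3 or C/X replicate 2, 1 passed without ColXN617K replicate 1 or 2, and 3 without Xbp1CartΔEx2 replicate 1. For ColXN617K versus C/X, 3 passed without wildtype replicate 1, ColXN617K replicate 2 or C/X replicate 1, and 2 without ColXN617K replicate 1. For the interaction 1 passed without Xbp1CartΔEx2 replicate 1. Median scaling gave 15, 7, 1, 15 and 0, and camera 1, 1, 0, 0 and 0, for the comparisons other than the interaction. For Xbp1CartΔEx2 versus wildtype a model with 2 genotypes gave 1, array weights 11, the blocks 1 and 0, and the setting without both arrays 10. For ColXN617K versus C/X these gave 3, 12 and, by description, 2. For the interaction cyclic loess gave 2, array weights 6, the title block 1 and the setting without both arrays 2.

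Median scaling turned 5 passing lists of ColXN617K versus wildtype upward without passing, at adjusted p of 0.908 (cartilage matrix), 0.874 (IGF binding proteins and CCN family), 0.305 (RIDD targets), 0.312 (sterol synthesis) and 0.519 (cytoskeleton). Without both arrays the pro-apoptotic list turned downward, at 6.43e-04 in ColXN617K and 0.00581 in C/X versus wildtype. Of 18021 comparisons of 627 named gene results with an alternative, 17143 stayed on their side of the threshold, 664 were lost, 214 were gained and 0 reversed. Of 6228 comparisons of 216 list results 5840 stayed, 280 were lost, 101 were gained and 7 reversed. A change of sign where neither setting passes was not counted as reversed.

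The title numbers were not taken to pair the mice, since not every pair correlated above 0.1. These correlations are across probes, after the mean of each genotype was subtracted. Of 18 pairs of arrays with the same number in different genotypes 7 correlated above 0.1 (lowest -0.33, highest 0.66). Their mean was 0.117 against -0.050 for other pairs, and 7 of 12 arrays had their highest mean correlation with the arrays of their own number, a hint of pairing from the data and not the design. For the description numbers 6 of 14 pairs correlated above 0.1 (lowest -0.63). As a block the title numbers gave 1917, 1513, 205, 1756, 705 and 179 for the 6 contrasts. A BeadChip block was not run, since the chips are not named in the files. Signal over background limits the set of measured genes, as 45281 probes were on each array and 12023 passed the filter.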

Differences from the paper's values

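No value of the paper that was also computed here, 11 counts and, for ColXN617K, C/X and Xbp1CartΔEx2 versus wildtype, 53, 48 and 2 fold changes of named genes, differed by the rule used (more than 1.5 times for counts). The named fold changes came from entries that had been found partly by their fold change, so their agreement was fixed in advance. In a separate match, entries of the paper's tables were assigned to probes by gene symbol and mean level, without the fold change. Their log2 fold changes differed from those here by at most 0.0121, 0.0128 and 0.0102 in the same order. Of 1633 for ColXN617K 1153 were found, and 1146 of these passed here in the same direction, of 1337 for C/X 906 and 894, and of 215 for Xbp1CartΔEx2 138 and 131. With the authors' normalized values the counts here were 1635, 1337 and 216.

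Some genes stand apart from what the paper states. By qPCR the paper has Gadd45b lower in ColXN617K versus wildtype and describes its array data as broadly alike, while the probes did not meet the criteria here. The brighter one fell in the same direction (-0.96) and missed both criteria, where the paper's qPCR was judged by Student's t test. Array weights and leaving out ColXN617K replicate 3 called it, and so did leaving out ColXN617K replicate 3 and C/X replicate 3 together, a setting chosen after seeing the values. The paper has p57Kip2 lower in ColXN617K versus wildtype by qPCR, where the probe of Cdkn1c had 0.06 here but read near the top of the normalized scale (14.61), so it is weak evidence against a fall, and it was lower in C/X versus Xbp1CartΔEx2 here as in the paper. The paper saw no difference in Cebpb between C/X and Xbp1CartΔEx2 by qPCR, where its probe was higher by 1.32 here and was called in 14 of 27 planned settings. Col10a1 and Mmp13 were lower in both comparisons here, as in the paper. The paper names Hspa5 among the targets raised in the mutants, and in C/X versus wildtype it reached 1.89 (adjusted p = 0.0137) here. Array weights, the replicate number of the title as a block, an adjusted p of 0.05 and leaving out ColXN617K replicate 3 or C/X replicate 3 called it, as did leaving out both, which was chosen after seeing the values.

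The paper names Zfp238 among the raised PERK targets, and its probes were not called here, while 21 of 23 listed targets were called in ColXN617K and 22 in C/X. In C/X versus wildtype its probe ILMN_3124947 was called with a detection p under 0.01, array weights, the title number as a block, an adjusted p of 0.05 and without ColXN617K replicate 3 or C/X replicate 3, and also without both, which was chosen after seeing the values. In ColXN617K versus wildtype ILMN_2459155 was called with no fold minimum. From qPCR, the paper describes Creld2 and Derl3 as at least in part XBP1-dependent. On the arrays the difference between ColXN617K and C/X was 0.51 and -0.04 on the log2 scale. The paper finds proliferative zone genes raised, and the 13 markers measured here did not move together, though its signature could not be repeated. The probes of Vegfa and Sparc did not move alike. Those of Acan had -1.58 and 0.04 in ColXN617K versus wildtype, and the latter probe read close to the top of the normalized scale, where a change can be missed.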

Other observations

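The test on a chromosomal region other than that of Xbp1 was chosen only after the result had been seen.

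The number of probes that passed is set beside other splits of the 6 arrays, of which there are 10 for 3 against 3 mice, too few for a share under 0.05. The real values were 1740, 1410, 212, 1643 and 633 for ColXN617K, C/X and Xbp1CartΔEx2 versus wildtype, C/X versus Xbp1CartΔEx2 and ColXN617K versus C/X, and the highest others were 0, 1, 0, 0 and 2. For the lists in ColXN617K versus wildtype the real value was 27 and the highest other 0. Over 100 regroupings of the 12 arrays the XBP1-independent cohort held 731 probes against 0 at most in the others, and the XBP1-dependent cohort 951 against 7, with the real grouping as the 1 of 100 that reached these values. Each regrouping mixes the genotypes and widened the spread within groups (median residual SD 0.346 in the real one, 0.429 or more in the others), so chance is not excluded by it.

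In Xbp1CartΔEx2 and in C/X versus wildtype 87 probes of 70 genes changed the same way. The same 3 wildtype arrays serve both comparisons, which correlated at 0.31 across probes, where shared controls alone gave 0.50 in simulated data, with a covariance of 0.17 against 0.050, so part of the overlap is built in. Alleles linked to the Xbp1 locus may have been carried along with the deleted allele. Among the 100 genes on either side of Xbp1 51 were tested and 0 of the 70 lay there, where 0.467 would be expected (odds ratio 0, 95% confidence interval 0 to 8.27, p = 1, Fisher's exact test). The count expected is too small to decide, so the bound set beforehand was met only in name and the explanation stays open. A hypothesis found in the same data is a region elsewhere that both genotypes share. The chromosome of Necap2 held 12 of the 70 genes (Alad, B3galt6, Bsdc1, C77080, Cap1, Cdkn2b, Dhrsx, Dnaic1, Gpn2, Necap2, Ski and Srm), where 4.49 would be expected (odds ratio 3.07, adjusted p = 0.0312 over the chromosomes, Fisher's exact test).

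The IGF binding protein and CCN list of 12 genes had a median of -0.89 in ColXN617K versus wildtype (adjusted p = 0.00336, fry; 0.416 with camera), with an upward move under median scaling, and 3 higher and 6 lower, also when adjusted over the list alone. The cell cycle list of 14 genes had -0.93 (adjusted p = 0.00721, fry), with 1 higher and 4 lower, or 5 lower when adjusted over the list alone, and did not pass with median scaling (adjusted p = 0.455, fry), the description number as a block (adjusted p = 0.0592, fry) or camera (adjusted p = 0.248). Sterol synthesis, 10 genes, had -0.13 (adjusted p = 0.0356, fry), with an upward move under median scaling. This call also ended with no background correction, cyclic loess (adjusted p = 0.0889, fry), a model with 2 genotypes, trended and robust moderation, either block, camera (adjusted p = 0.490), the setting without ColXN617K replicate 3 and C/X replicate 3, and without wildtype replicate 1 or 2 or any single array of ColXN617K or C/X. Osteoblast and osteocyte genes, 8, had -0.51 (adjusted p = 0.00144, fry; 0.519 with median scaling and 0.248 with camera), perichondrium and fibroblast genes, 5, had -0.78 (adjusted p = 0.0657, fry) with an upward move under median scaling, and neutrophil genes, 4, had -0.35 (adjusted p = 0.287, fry) with an upward move under median scaling. With array weights both passed downward (adjusted p = 0.00302 and 0.0348, fry), as the former did without wildtype replicate 2 and the latter without ColXN617K replicate 3. Skeletal muscle genes, 14, had a median of 1.58 (adjusted p = 0.0758, fry), and the rise passed with array weights (adjusted p = 0.00367, fry), the description number as a block (adjusted p = 0.0399, fry) and without ColXN617K replicate 2 or C/X replicate 2.

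The sex of the mice is not given in the labels or the paper, and no fit with sex as a term was made. Xist (ILMN_1224091) read 8.90, 5.89 and 9.01 on the wildtype arrays 1 to 3, 6.02, 5.86 and 5.88 on those of Xbp1CartΔEx2, 5.91, 5.82 and 5.90 on those of ColXN617K and 11.51, 5.88 and 10.64 on those of C/X. Eif2s3y (ILMN_1241001) read 7.01, 8.55 and 6.93, 8.25, 7.92 and 8.37, 10.21, 10.67 and 9.05, and 6.67, 9.06 and 6.65 in the same order. The Xist values differ within wildtype and C/X and not within Xbp1CartΔEx2 and ColXN617K. On each array where this Xist probe read high, Eif2s3y was lower than on any other array, as between female and male mice. By these values wildtype and C/X hold both sexes, and all mice of Xbp1CartΔEx2 and ColXN617K read as male. Of the comparisons only C/X versus wildtype then has both sexes in both groups. The other 4, the interaction and both cohorts are not balanced for sex. An effect of sex is not excluded from these.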
